# Shade tolerance in Swarnaprabha rice is associated with higher rate of panicle emergence and positively regulated by genes of ethylene and cytokinin pathway

**DOI:** 10.1038/s41598-019-43096-8

**Published:** 2019-05-02

**Authors:** Madhusmita Panigrahy, Aman Ranga, Jyotirmayee Das, Kishore C. S. Panigrahi

**Keywords:** Abiotic, Light stress

## Abstract

This study identifies characteristics of seedling, mature plant phenotypes, changes at genetic and genomic level associated with Swarnaprabha (SP) rice grown under prolonged shade and compared with Nagina 22 (N22). Coleoptile length under low red/far-red was intermediate between that in dark and red light in a 7-days growth frame. Whereas, highest rootlet number was discriminating in seedlings grown for 28 days in hydroponics. In shade, SP and N22 both showed several tolerant mature plant phenotypes, except the panicle length, yield per plant and % grain filling, which were higher in SP. Percentage decrease in yield / plant in shade showed significant positive correlation with increase in NDVI, decrease in panicle length and % grain filling (p ≤ 0.01). Rate of panicle emergence in shade was higher in SP than N22. Expression patterns of *PHYTOCHROME INTERACTING FACTOR LIKE-13* and *PHYTOCHROME B* were contrasting in SP and N22 seedlings under continuous red or red/far-red. Microarray analysis revealed the up-regulation of most of the ethylene and cytokinin pathway genes in shade grown panicles of SP. Significant up-regulation of *ETHYLENE RESPONSE ELEMENT BINDING PROTEIN-2*, *MOTHER OF FLOWERING TIME 1*, and *SHORT PANICLE1* genes in shade grown panicles of SP could explain its sustainable higher yield in shade.

## Introduction

Crop yield is affected by low R/FR ratio of incident light, which is the characteristic of canopy or shade. Light signals due to shade and neighboring vegetation cause large changes in plant form and function including elongated internodes, more erected leaves, higher chlorophyll content and early flowering. Light signals perceived by the canopy is affected from the irradiance of canopy architecture, intercept of photosynthetically active radiation affect yield components like flowering time, grain number, yield per plant^1–3^. Although plant responses to R/FR are critical for shade avoidance, it can be detrimental for the yield as the investment of resources into organs that increase shade avoidance (e.g. longer stems or leaf sheaths) reduces the allocation of resources to harvestable organs (e.g. grains and leaves). Light signals in shade are predominantly perceived by phytochromes and cryptochromes. Shade avoidance responses are known to be primarily regulated by Phytochrome B (PHY B) and its downstream components *PHYTOCHROME INTERACTING FACTOR* (*PIF*) *4* and *PIF5*^1^. There are few traits such as chlorophyll synthesis^1^, chloroplast movement^4^, stomatal opening^5^, auxin signaling^6^, internode length^7^, spike and stem growth^8^ that were shown to be regulated by PHYs and their downstream components. Moreover, several yield related traits such as plant architecture^9^, grain yield^9^, plant height^10^ were known to be affected by the overexpression of PHYs. Several genes involved in sensing the photoperiod such as *GRAIN NUMBER*, *PLANT HEIGHT AND HEADING DATE 7*, *PHOTOSENSITIVITY* 13 and *HEADING DATE 1* were shown to affect various yield related parameters such as dry weight, grain yield, filled grains, primary and secondary branches in rice^11^. However, details of light perception, altered clock regulations and the components of yield pathway that are affected in low R/FR light are not fully known. Several reports have shown shade tolerance properties of the rice line Swarnaprabha (SP) such as low light irradiance tolerance, sustainable yield in shade^12–14^. However, detailed molecular mechanisms of shade tolerance in SP are far from being understood. Knowing these mechanisms will help for sustainable crop yield under canopy shade or unpredictable cloudy climate conditions.

The aim of this study was to unravel several requisite information for growing under low light or low R/FR condition. Answers were sought to (i). The duration of rice (short/medium/long) that is best suited for growing in shade i.e. at low R/FR, (ii). The seedling or mature plant phenotype that could be taken as the characteristic for obtaining low R/FR tolerance in field condition, (iii). Expression of genes that are known to be linked to yield and related attributes under low-light, and (iv) The genomic changes underlying sustainable yield of Swarnaprabha were attempted. For this purpose, three different durations of rice varieties were selected including Nagina 22 (N22) as short duration, KMR3 as medium duration and Swarna as long duration rice and compared with Swarnaprabha (short duration) which is the most studied shade tolerant rice variety. From each duration type, one introgression line (IL) or mutant (NH) was included on the basis of their yield (higher or lower than their respective controls) in field condition^12^. Seedling phenotype screening was considered to include novel variability from diverse sources. *NH686* and 192S were selected as high yielding lines than N22 and Swarna respectively, whereas 399 was selected as low yielding line than KMR3.

## Results

### Seedling phenotype

Seedlings irradiated with either continuous red (cR), under low red/far-red (cR/FR) or kept in dark (D) were evaluated for shoot length, root length, rootlet number or coleoptile length (Fig. 1 and Supplementary Fig. 1). The analyses at two time points i.e. 7 days on petriplates or 25 days in hydroponic medium would not only answer the effect of cR/FR on the seedling phenotype at these two stages but also it would dissect the phenotype caused due to direct exposure of the roots (on petriplates) to light and nutrient supplement in hydroponic. On petriplates, shoot length (SL) of most of the lines were significantly less under cR (Fig. 1a). In addition to this characteristic, the SL growth inhibition under cR, significantly longer SL under cR/FR was also observed in all the lines when grown in hydroponic medium (Fig. 1b). Here, it was prompting to interpret that the seedlings grown in hydroponics for longer period represent clearer platform for identifying the characteristic seedlings phenotype while screening under cR/FR. While the root length (RL) of the lines did not have any characteristic elongation/inhibition from D to cR or from cR to cR/FR on petriplates (Fig. 1c), the RL of most of the lines grown in hydroponics showed significantly shorter RL under cR compared to D and also longer under cR/FR compared to cR (Fig. 1d). The rootlet number (RN) of the rice lines on petriplates was significantly higher under cR than the D (Fig. 1e), with the only exception in SP which had a smaller number of rootlets under cR than D and *NH686*, which had no rootlets under cR. Number of rootlets of the seedlings grown in hydroponics was significantly higher under cR/FR than that under cR with the highest rootlet number was observed in SP (Fig. 1f). Clearly, the RN of the seedlings under cR/FR in hydroponics can be taken as distinguishing phenotype. Coleoptile length (CL) of seedlings grown under cR on petriplates or hydroponics was significantly less than D (Fig. 1g,h). The CL in mutant *NH686* and the IL 192S under cR was similar to that under cR/FR indicating higher sensitivity to low R/FR (Fig. 1g, circles with arrows). Results of seedling phenotype analyses showed that seedlings have different growth characteristics when grown on petriplates or in hydroponics. Higher SL, RL and RN could be taken as distinct phenotype under cR/FR when grown in hydroponics, whereas on petriplates seedlings grown under cR had distinctly short SL and CL.

**Figure 1:**
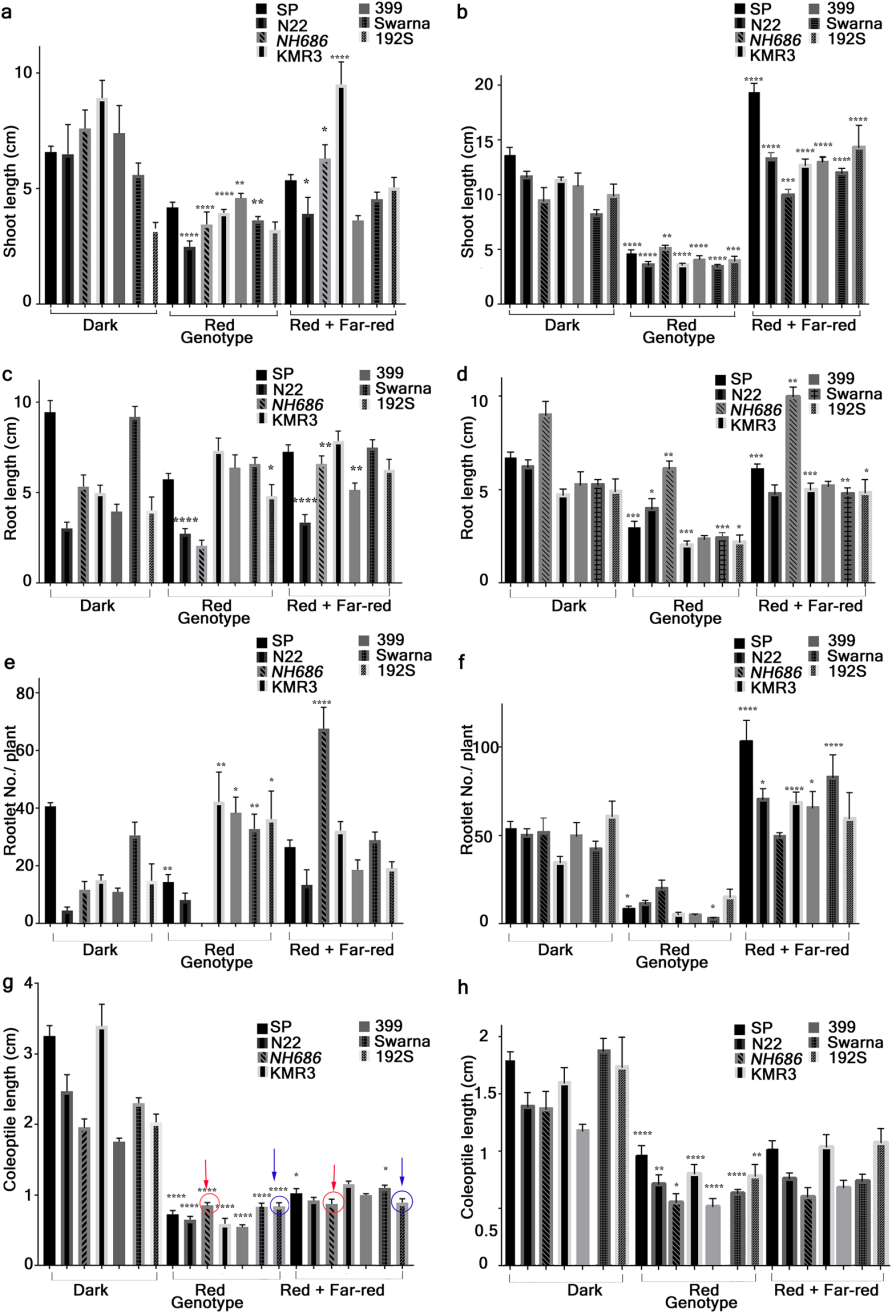
Seedling phenotype analysis in low Red/far-red (R/FR). Seven genotypes (SP, N22, KMR3, Swarna, the mutant of N22 *NH686*, the IL of KMR3 399 and the IL of Swarna 192S) were analyzed for seedling phenotypes such as shoot length (SL), root length (RL), rootlet number (RN) and coleoptile length (CL). (**a**,**c**,**e**) Seedlings were grown for 7 days on petriplates or (**b**,**d**,**f**) in hydroponic medium till 28 days in Dark, continuous Red (cR) or low cR/FR. Each data value is a mean of 55–60 readings obtained from two biological replicate experiments. Significance was determined by comparing phenotype of Dark with Red grown seedlings and the Red with the Far-red grown seedlings. Significance values obtained from one-way Anova are represented as *P ≤ 0.05; **P ≤ 0.01; ***P ≤ 0.001; ****P ≤ 0.0001. (**e**) *NH686* and 192S seedlings having similar coleoptile length in cR and cR/FR are marked with RED and BLUE circle and arrows respectively.

The mutant *NH686* and IL 192S were selected for further analysis. Selection of these lines was the result of screening of 13 ILs and mutants (data not shown) along with their controls and SP at seedlings stage for having either similar phenotype like SP or for having altered phenotype than their respective controls (data not shown). These two lines were also high yielding under sun which significantly out-performed their controls^12^. The low yielding 399 was taken for study to answer if there were any correlation of yield in field condition with any of the mature plant phenotype or yield under shade.

### Mature plant phenotype

Mature plant parameters which are known to respond to low light may provide a strong indication of tolerance to continuous shade among the tested lines. In response to continuous shade, SP and N22 showed increase in plant height and KMR3 showed maximum decrease of about 34.9% (Fig. 2a and Supplementary Table 2A). All the lines tested showed decrease in number of productive tillers (NPT) with maximum decreased was observed in 192S (Fig. 2b and Supplementary Table 2A). Above ground dry biomass was drastically reduced in all the lines tested in continuous shade except N22 which showed 6.7% increase (Fig. 2c and Supplementary Table 2A). NDVI (normalized density vegetation index) and quantum yield (Qy) showed increase in all the lines in response to continuous shade with maximum increase was observed in *NH686* (Fig. 2d,e). Relative water content (% RWC) in response to shade showed variation among the tested lines with increase in 399, Swarna and decrease in KMR3 and 192S. SP, N22 and *NH686* showed neglible changes in RWC in response to continuous shade (Fig. 2f). The 1^st^ internode (INL) has been reported to have growth elongation in response to shade^7^. In the present study, all the lines tested showed insignificant decrease in INL in response to continuous shade (Fig. 2g). We further tested the length of the panicle in response to shade. All the lines showed decrease in panicle length (PL) except SP, which showed significant increase of about 25% in shade (Fig. 2h and Supplementary Table 2A). Flag leaf length (FLL) has been shown to increase under low light^11^. FLL in our study was increased significantly in SP and decreased in 399 (Fig. 2i).

**Figure 2:**
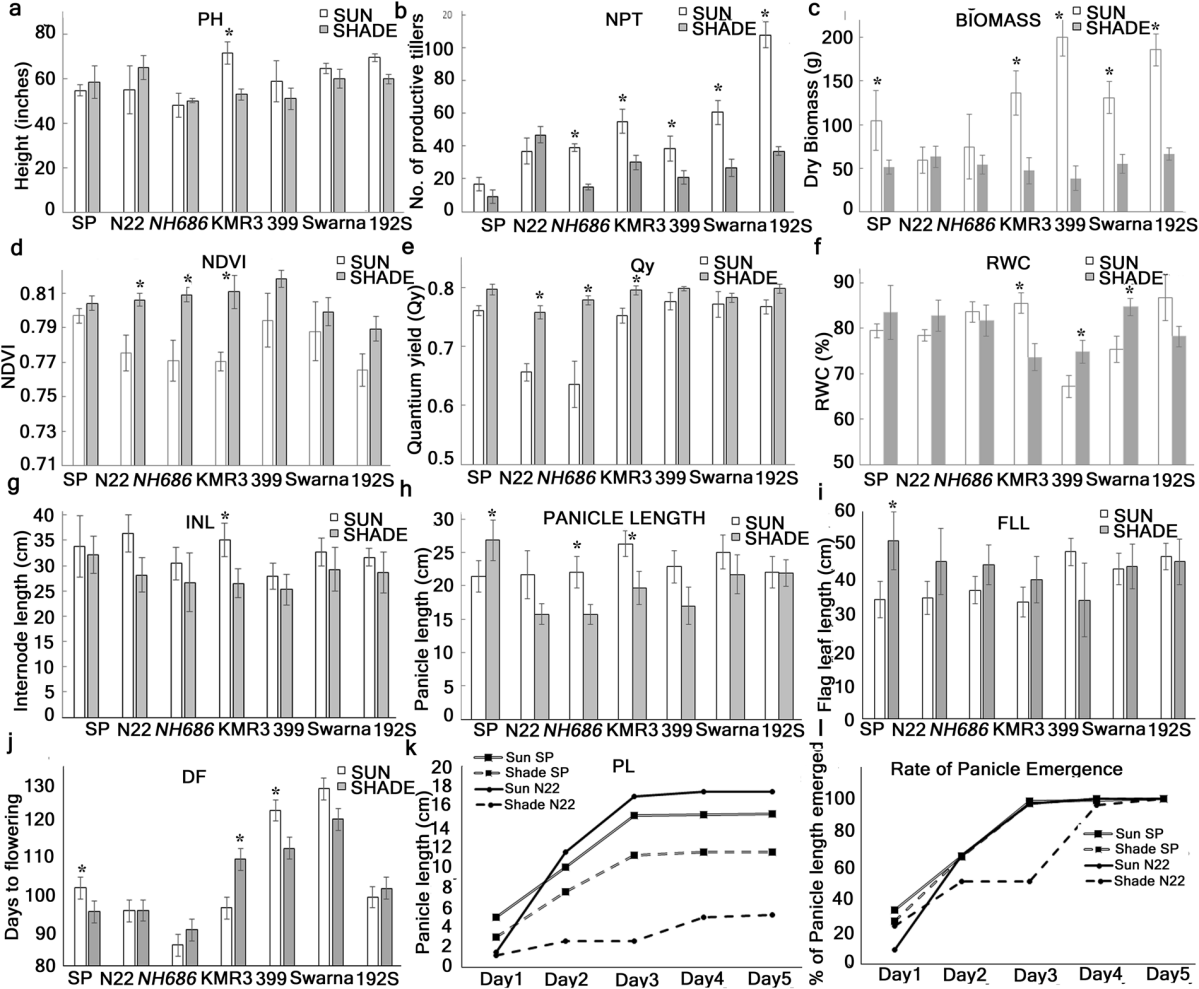
Mature plant phenotype of 7 rice genotypes in continuous shade. Plants at 55 days after showing (DAS) were kept in shade. Mature plant phenotypes were recorded 15 days after day to flowering (DF). Each data value is a mean of 40–45 plants grown in two seasons. (**a**) PH: length of the tallest tiller from the soil surface, (**b**) NPT: total number of productive tillers, (**c**) Biomass: dry weight of above ground biomass after harvest, (**d**) NDVI: normalized difference vegetation index of the 2^nd^ or 3^rd^ leaf from top, (**e**) Qy: quantum yield of the flag leaf, (**f**) % RWC: relative water content of the 2^nd^ or 3^rd^ leaf from top, (**g**) INL: length of the 1^st^ internode from top, (**h**) Panicle length: length of the panicle after harvest, (**i**) FLL: length of the flag leaf, (**j**) DF: days to flowering. (**k**,**l**) For calculating rate of panicle emergence, length of panicle emergence from the 1^st^ day it is visibly emerging out from the main shoot was measured till 1^st^ 5 days. This was performed in sun and shade grown panicles of SP and N22. *Represents significant differences at p < 0.05.

From the study of all these parameters, it was indicated that under continuous shade, most of the mature plant phenotypes such as PH, NPT, NDVI, QY and FLL which were known as parameters that respond during shade avoidance of rice plant, were showing similar response for most of the lines tested, hence could not be taken as screening parameters for obtaining a shade tolerant plant. N22 and *NH686* showed many of the mature phenotypes such as PH, biomass, NDVI, QY promising under shade indicating shade tolerance, except the PL in these two lines, which showed significant decrease under shade. Among all the mature plant phenotype tested, only the PL was identified as the discriminating parameter between SP and other lines in this study.

### Yield attributes

To understand the effect of shade on yield attributes, days to flowering (DF), 100-grain weight (100-Gwt), % grain filling (GF), grain weight/panicle (Gwt/pa) and yield per plant (Yi/pl) were studied in the rice genotypes and their harvest after continuous shade (Table 1). DF was reduced indicating early flowering under continuous shade in case of the lines SP, 399 and Swarna, whereas delayed flowering was observed in KMR3 and 192S (Fig. 2j and Table 1). 100-Gwt of the shade grown plants was decreased in 5 out of 7 lines tested, with minimum decrease of 7.8% in *NH686* followed by SP with 10.7% decrease (Supplementary Table 1). The 100-Gwt of the lines KMR3 and 192S had marginal increase under shade. % GF decreased in the shade grown plants in most of the lines except SP and 192S, with SP having maximum increase of about 40%. Gwt/pa from the shade grown plants decreased in comparison with that of sun in all the lines except SP and Swarna, with the highest increase of 16.5% in SP (Supplementary Table 1). Yi/pl from the shade grown plants showed decrease in all the lines with the least decrease of 17.3% in SP (Supplementary Table 1).

**Table 1:** Yield and related attributes from 7 rice lines grown in shade.

	DF		100-Gwt		Yield/Pl		Gwt/Panicle		%GF	
	SUN	SHADE	SUN	SHADE	SUN	SHADE	SUN	SHADE	SUN	SHADE
SP	**101**.**6** ± **5**.**8**	**95** ± **5**.**2**	**2**.**55** ± **0**.**57**	**2**.**28** ± **0**.**11**	23.64 ± 7.16	19.53 ± 1.81	1.52 ± 0.75	1.77 ± 0.002	57.45 ± 13.55	80.56 ± 18.99
N22	95.2 ± 4.6	95.33 ± 4.2	**1**.**84** ± **0**.**08**	**1**.**32** ± **0**.**05**	**35**.**17** ± **0**.**79**	**9**.**08** ± **0**.**68**	**1**.**47** ± **0**.**64**	**0**.**40** ± **0**.**06**	81.20 ± 0.55	69.14 ± 14.73
*NH686*	85.8 ± 4.8	90 ± 4.5	**1**.**80** ± **0**.**05**	**1**.**66** ± **0**.**02**	**49**.**50** ± **3**.**12**	**12**.**24** ± **4**.**4**	**1**.**48** ± **0**.**08**	**0**.**69** ± **0**.**41**	**81**.**79** ± **5**	**75**.**15** ± **0**.**03**
KMR3	**96** ± **5**.**9**	**109**.**5** ± **5**.**3**	1.94 ± 0.15	1.99 ± 0.06	**39**.**70** ± **14**.**99**	**12**.**05** ± **2**.**5**	**0**.**78** ± **0**.**19**	**0**.**40** ± **0**.**07**	56.81 ± 14.94	56.41 ± 6.84
399	**123** ± **5**.**2**	**112**.**5** ± **5**.**6**	**1**.**96** ± **0**.**13**	**1**.**53** ± **0**.**01**	**37**.**73** ± **9**.**98**	**4**.**47** ± **2**.**46**	**0**.**81** ± **0**.**25**	**0**.**27** ± **0**.**13**	58.82 ± 17.1	58.20 ± 7.12
Swarna	**129** ± **6**.**5**	**120**.**5** ± **6**.**2**	**1**.**94** ± **0**.**15**	**1**.**52** ± **0**.**06**	**61**.**62** ± **1**.**81**	**31**.**20** ± **8**.**57**	1.23 ± 0.16	1.36 ± 0.27	77.51 ± 4.03	55.45 ± 25.09
192S	99 ± 6.2	101.5 ± 6.8	1.69 ± 0.21	1.76 ± 0.07	**30.97** ± **18**.**29**	**20**.**65** ± **3**.**56**	0.71 ± 0.26	0.50 ± 0.25	46.96 ± 5.55	55.43 ± 8.27

DF: Days to flowering from the day of sowing, 100-Gwt: weight (grams) of 100 filled grains, Gwt/Panicle: Total weight of filled grains from per panicle, Yield/pl: yield per plant, % GF: percentage grain filling. Each data value is a mean of 30 readings obtained from 2 biological replicate experiments. Statistically significant differences between the means at p < 0.05 are indicated in bold letters.

Percentage decrease in yield/plant from sun to shade in the tested lines in this study showed significant positive correlation with increase in NDVI index, decrease in panicle length and % grain filling at p ≤ 0.01 (Supplementary Table 2).

### Biochemical characteristics

A 75% cutoff of the day light imposed after late vegetative period could act as low light stress in our study, as we observed several stress responses in our genotypes (Fig. 3). Flavonoid accumulation was significantly reduced in *NH686*, KMR3 and Swarna whereas in SP and N22 the accumulation showed neglible change from sun to shade (Fig. 3a). Carotenoids have always been related to temperature stress. Presently, N22 and its mutant had least total carotenoid in sun as well as shade, whereas SP and KMR3 showed significant (29.8% and 48.5% respectively) decrease in carotenoid content in shade grown plants (Fig. 3b, Supplementary Table 1). To understand the enzymatic activity for detoxification of the reactive oxygen species generated, assays of superoxide dismutase (SOD), catalase (CAT) and peroxidase (POX) were performed. The SOD activity in SP the flag leaves in sun and shade was significantly less than other genotypes. The ILs 399 and 192S showed significant increase in SOD activity (37.5% and 60.8% respectively) under shade compared to sun (Fig. 2c and Supplementary Table 1). CAT activity showed neglible increase in shade in SP, N22 and Swarna, whereas highest increase was observed in 399 (73.2%) (Fig. 3d and Supplementary Table 1). POX activity was decreased in all the lines tested except KMR3 (Fig. 3e, Supplementary Table 1). Under prolonged shade, total sugar content showed variation in different lines tested. Significant increase in total sugar content in shade was observed in SP, KMR3 and 399 (46.5%, 49.9% and 23.9% respectively), whereas significant decrease in sugar content was observed in N22 and its mutant (Fig. 3f and Supplementary Table 1).

**Figure 3:**
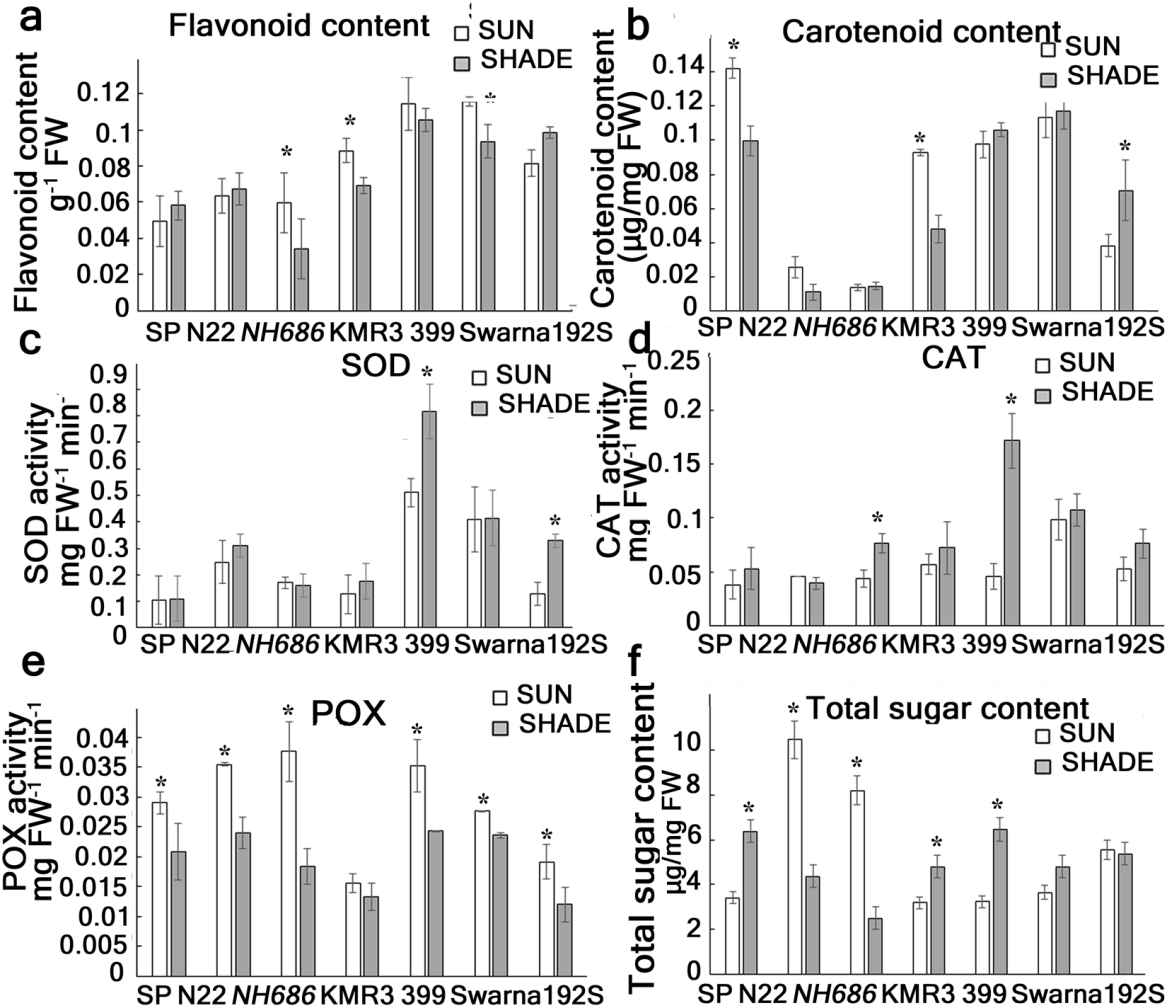
Biochemical characteristics of the mature plant leaf samples from plants grown in shade. All biochemical analyses were performed from flag leaves at 15 days after DF. Each data value is a mean of 20 readings obtained from 2 biological replicate experiments. *Represent significant differences at p < 0.05. SOD: superoxide dismutase activity, CAT: catalase activity, POX: peroxidase activity.

These effects of continuous shade on different biochemical parameters indicated that most of the biochemical parameters tested here did not correlate with high yield among the tested lines. However, the decreased SOD activity in shade can be considered as a distinguishing characteristic for shade tolerance, as it was significantly less SP in sun and shade than that of the other lines. Moreover, the low yielding line 399 showed highest increase in SOD and CAT as well as highest decrease in POX indicated for having opposite response to SP in shade.

### Total carbon, phosphorus and nitrogen

Partitioning of C, N and P in the flag leaves and panicles in the later stages of grain filling may provide meaningful clues of efficient mobilization of nutrients and photoassimilates from the flag leaves to the grains. In SP, efficient mobilization of C to the panicles was observed in shade compared to sun, as significantly higher % of C was observed in shade in the FL and panicles (Fig. 4). However, % P and % N were not higher in shade compared to sun. % P for N22 and *NH686* showed similar trend with % C in SP indicating higher % of P and N in their FL and panicles in shade than in the sun. % C was also higher in *NH686* panicles in shade than sun. Flag leaves and panicles of KMR3 had less % P and % C partitioned in shade than sun except the % N in panicles in shade which was higher than that of sun. In shade, all the 3 nutrients % were less in the panicles of 399 compared to that of sun. In Swarna, the % of all the 3 nutrients were less in both the flag leaves and panicles in shade than sun. These results indicated that for sustainable yield in shade, higher % C is essential. Moreover, low yield in sun might lead to low yield in shade associated with less % of P, N and C partitioning in the panicles in shade.

**Figure 4:**
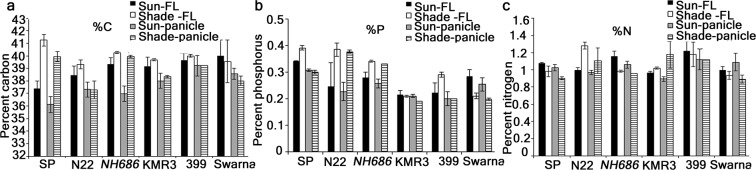
Estimation of carbon, phosphorus and nitrogen in the flag leaf and panicle samples. Flag leaf and panicle samples at final stages of grain filling (~15–21 days after final panicle emergence) were processed for estimation of carbon (C), phosphorus (P), nitrogen (N) as described in Materials and Methods. Each data point is a mean of 12 readings obtained from samples grown in 2 seasons.

### Rate of panicle emergence

N22 showed several mature plant phenotypes similar to a shade tolerant plant starting from total carotenoid, flavonoid accumulation to maximum increase in height, NPT, above ground biomass and maintained % RWC. However, it was negatively associated with the yield attributes such as decrease in PL, INL, Gwt, Gwt/pa and Yi/pl. Hence, the most characteristic feature that deviated between SP and other lines, the PL, was selected for further study between N22 and SP in sun and shade (Fig. 2k,l). To this end, length of emerging panicles was measured daily from the 1^st^ day it was visible as emerging out from the main shoot till the 1^st^ five days of emergence. The PL varied significantly from the 1^st^ day of emergence between SP and N22 in both sun and shade (Fig. 2k). However, rate of emergence was significantly less in N22 than SP in shade on the 2^nd^ day and this slower rate persisted till 4^th^ day. The rate of emergence as well as the PL varied to the maximum on 3^rd^ day of emergence in shade, while N22 had ~50% rate of emergence, SP had rate of emergence of about 97.3% (Fig. 2l).

### Expression of *phytochrome B* and *phytochrome interacting factors like* (*PILs*) transcripts in low R/FR

PHYB has been reported to be the major photoreceptor for mediating light enriched with low R/FR with its downstream interacting partner PIF4 was reported as the master player of SAS (shade avoidance syndrome) responses^15^. However PIL13 and PIL14 were reported to be more identical to *Arabidopsis* PIF4 sequentially^16^. Hence, the expressions of *PHYB*, *PIL13*, *PIL14* were analyzed in continuous dark (D), red (cR) and low R/FR (cR/FR) in N22 and SP (Fig. 5). Transcript levels of PHYB was maintained under cR, whereas reduced under cR/FR compared to D in SP. On the contrary, reverse trend of PHYB transcript level including reduced expressions in cR than D and increased expressions in R/FR than cR was observed in N22 (Fig. 5a). Significant up-regulation of Os*PIL13* and down regulation of Os*PIL14* in SP under cR was observed (Fig. 5b,c). Under cR/FR, transcripts of the 2 *PIL*s in study had least expression levels in SP (Fig. 5b,c). In N22, expression pattern of *PIL14* was similar to that of SP, though with different relative values (Fig. 5c). However, *PIL13* expression pattern in N22 was reverse with that of SP in cR and cR/FR compared to D (Fig. 5b).

**Figure 5:**
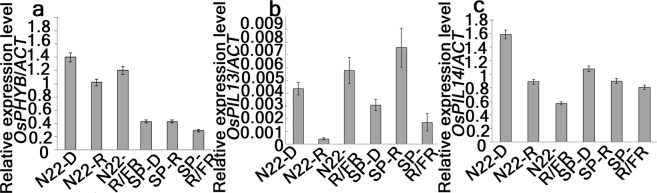
Gene expression of *PHYB*, *PIL13* and *PIL14* in SP and N22 seedlings. Gene expression using (**a**,**c**) semi-quantitative RT PCR and (**b**) real-time QPCR were performed from 7-days-old seedlings of SP and N22 irradiated with either Red (R), low R/FR (R/FR) or in continuous dark (**d**). (**a**,**c**) Relative expression level was calculated using Image lab software (Version 6.0.0, 2017, Bio-rad Laboratories) by taking SP-D, N22-D as reference bands for calculation of intensities of R and R/FR of respective genotypes.

### Genome-wide expression analysis in SP and comparative analysis of genes in N22 under prolonged shade

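Swarnaprabha (SP) panicles were taken on the day of complete emergence from 2 sun grown plants and from 2 plants kept under a 75% shade net from 55 days after sowing. Spikelet RNA of each panicle was labelled with Cy3 and hybridised to its own one-colour Agilent rice array, which gives n = 2 sun arrays (the control samples) and n = 2 shade arrays (the test samples), called replicates 1 and 2 of each condition. Every array held 45220 spots, of which 43803 were not controls and represented 42249 probes. The authors deposited the spot intensity of each array after Feature Extraction had subtracted the background, without scaling between arrays. Here the log2 intensities of the spots of a probe were averaged and the 75th percentile of each array was subtracted, so that a value of 0 is the level of the 75th percentile. Probes well above background numbered 29063 and 25690 on sun replicates 1 and 2, and 28668 and 28866 on shade replicates 1 and 2. The signal at the 75th percentile was 1070 and 607 on the sun arrays and 745 and 785 on the shade arrays. No spot was saturated, and the 3 to 14 spots per array marked as non-uniform were left out. Fold changes are the mean of the shade arrays minus the mean of the sun arrays on the log2 scale, and were tested with limma with Benjamini-Hochberg adjustment over the 27685 probes well above background on both arrays of at least 1 condition. A probe that was not well above background on either array of a condition has only a bound there. Its difference is given as "at least" a fold, against the higher, on each array, of its own signal and the lowest signal well above background. That lowest signal was -6.07 and -4.28 on sun replicates 1 and 2 and -4.70 and -5.54 on shade replicates 1 and 2, so that a bound can rest on 1 array. The sun arrays shared 1 slide and the shade arrays another, so slide and light condition cannot be told apart. An exact two-sided permutation test of 2 arrays against 2 cannot give a p below 0.333, and the number of arrays limits the precision of every value.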

To understand global expression profiles of different genes, microarray experiment was performed from sun and shade grown SP panicles (Fig. 6). Total 41714 probe sets were used for detection, which showed 25022 detections in the control samples and 27162 detections in the test samples (Fig. 6b). 

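Counted as well above background on both arrays of a condition, 24947 of the 42249 probes were detected in the sun grown panicles and 27090 in the shade grown panicles. The choice of detection flag moved these counts most. With the flag for a positive and significant signal in its place, 32707 probes were detected in sun and 34616 in shade.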

At this stage of analysis, 24409 probe sets were commonly detected in both control samples and test samples. While 2752 probe sets were uniquely detected in the test samples, 612 probe sets were unique to the control samples (Fig. 6b). 

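By the stricter flag, 24352 probes were detected in both conditions, 2738 in shade only and 595 in sun only. The last 2 counts shifted when an array was left out, but this also left its condition with detection on 1 array as the rule. Relaxing the rule for sun can only lower the shade only count and raise the sun only count. For shade the reverse holds. Without sun replicate 1, 2327 probes were detected in shade only and 927 in sun only. Without sun replicate 2, which had the fewest probes well above background, the numbers were 1200 and 3173. They were 4178 and 259 without shade replicate 1, and 4165 and 444 without shade replicate 2. When detection on at least 1 array of a condition was sufficient, 2404 probes were found in shade only and 1766 in sun only.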

Differential gene expression (DEG) analysis resulted a total of 2110 genes up-regulated and 876 genes down-regulated in the test compared to the control. 

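At the threshold of 0.6 on the log2 scale, for which the methods use no p-value, 4215 of the probes tested were higher in shade and 2505 were lower, so that 62.7% of them were higher. limma with Benjamini-Hochberg adjustment called 0 probes higher and 0 lower (smallest adjusted p = 0.827), and 1522 probes had an unadjusted p under 0.05. The methods' t-test gave 910 higher and 869 lower probes at an unadjusted p under 0.05, and 1 probe after Benjamini-Hochberg adjustment. With values not well above background taken as bounds, both shade arrays lay above both sun arrays for 44.3% of the higher probes, and below them for 66.0% of the lower probes. The share of higher probes followed the processing. It was 47.1% (986 higher, 1106 lower) after the normexp background correction and 81.2% (6341 higher, 1469 lower) after scaling to the spike-in controls. By the same rule 1210 of the 4215 higher probes stayed past the threshold without sun replicate 1, 728 changed sign and 633 had no bound, where leaving out another array kept between 2544 and 3953. Of the 2505 lower probes 1613 stayed past it without sun replicate 1 and 1591 without shade replicate 2, and the most sign changes (271) came without shade replicate 1.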

Among the up- and down- DEGs, 12 genes were selected for the validation of microarray results. 

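Of the genes chosen for real-time PCR in Fig. 7a, EREBP-2, CKX11, LOGL3, SAUR20, SSII-3, CCA1, MFT1, CCT35, BBX29 and PHYB were matched to probes by the transcript IDs of the paper, and PIL13 and PL1 were not analysed here. SAUR20 (Os04t0608300-01) was at -1.16 ± 0.38 (SD, n = 2) in sun and -2.60 ± 0.72 (SD, n = 2) in shade, a log2 fold change of -1.44 (standard error 0.47) that became -0.93 without shade replicate 2. BBX29 (Os09t0527900-01) was at 1.05 ± 0.81 (SD, n = 2) in sun and 1.92 ± 0.19 (SD, n = 2) in shade, a log2 fold change of 0.87 (standard error 0.47) that became 0.29 without sun replicate 1. Its other probe, which detects no second transcript, had a log2 fold change of 0.64. For both genes the adjusted p was 0.827 (limma with Benjamini-Hochberg adjustment). The shade values of SAUR20 and BBX29 did not overlap the sun values, nor did those of CKX11, LOGL3, SSII-3, CCA1 and MFT1. Those of EREBP-2, CCT35 and both PHYB splice forms did overlap.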

Coherence of the real-time PCR results with the (Fold change) FC of the microarray (Fig. 7a) indicated the significance and biological relevance of the results. Categorizing according to GO annotations resulted 55.88% of genes in biological process, 29.01% of genes in cellular component and 15.05% of genes in the molecular function category among the down regulated genes. Similarly among the up-regulated genes, 80.03% of genes in biological process, 3.73% of genes in cellular component and 16.22% of genes were involved in the molecular function (Fig. 6c,d). Further pathway analysis using KEGG pathway and GO annotation resulted 615 genes in metabolic pathway, 99 genes in secondary metabolite biosynthesis and metabolism, 51 genes in cellular process and 191 genes in carbohydrate metabolism and photosynthetic processes. Further selection was based on genes involved in 9 different hormone pathways, response to different abiotic stresses, regulation of circadian clock, light signaling pathway and yield related attributes (Table 2). 

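Each transcript ID of Table 2 was counted here 1 time. In shade grown panicles 16 of 17 ethylene transcripts and 8 of 8 cytokinin transcripts were higher than in sun. So were 13 of 15 light signaling transcripts and both clock transcripts, which are splice forms of 1 gene. Without sun replicate 1 the numbers were 12 of 17 for ethylene, 7 of 8 for cytokinin (PHP3 had no bound), 12 of 15 for light signaling and 2 of 2 for the clock. The 14 tested probes whose array description names abscisic acid had a median log2 fold change of 0.10, with 57.1% of them above 0. Under the normexp background correction this median was -0.06.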

Up-regulated genes primarily included ethylene pathway, cytokinin pathway, ABA pathway, clock regulations and light signaling. More than 2/3^rd^ genes identified in the abiotic stress and auxin pathway were up-regulated, whereas nearly 1/3^rd^ were down-regulated. 

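Among the abiotic stress transcripts of Table 2, 15 of 19 were higher in shade (78.9%), and among the auxin transcripts 6 of 11 (54.5%). SDIR1, an abiotic stress transcript, was counted as lower at -0.01, while its other probe was at least 2.37-fold higher in shade. Without sun replicate 1, 6 of the 19 abiotic stress and 8 of the 11 auxin transcripts were still past 0.6 in the same direction. Values not well above background were taken as bounds here. The unadjusted limma p was under 0.05 for 7 transcripts of either group, and 0 passed after Benjamini-Hochberg adjustment.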

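Of the 96 transcripts of Table 2, 17 were lower in shade grown panicles, with SDIR1 (-0.01) among them. The 45 probes whose description names a sugar transporter had a median log2 fold change of -0.32, and 20.0% of them were above 0. limma's camera test put this family below the other probes (adjusted p = 0.00416 after Benjamini-Hochberg adjustment over 15 families), but fry gave an adjusted p of 0.588 and camera with an estimated correlation 0.765. Without sun replicate 1 the median of the family was -0.19 and its adjusted p by camera 0.517, the largest of 1.62e-04 to 0.517 over the alternatives. The probes of 10 starch synthase and branching enzyme transcripts had a median of 0.05 and a mean of -0.16, and the median was -0.26 without sun replicate 1. For 35 seed storage probes the median was 0.34, with 77.1% above 0 and an adjusted p of 0.0962 by camera. This median was -0.01 under the normexp background correction, 0.03 without sun replicate 1 and 0.60 without shade replicate 2.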

Among the down regulated genes, several sugar transporters, GA dioxygenases, starch synthase, photosystem II PSBS2, seed storage protein, senescence specific cysteine protease were the major category involved (Table 2).

**Figure 6:**
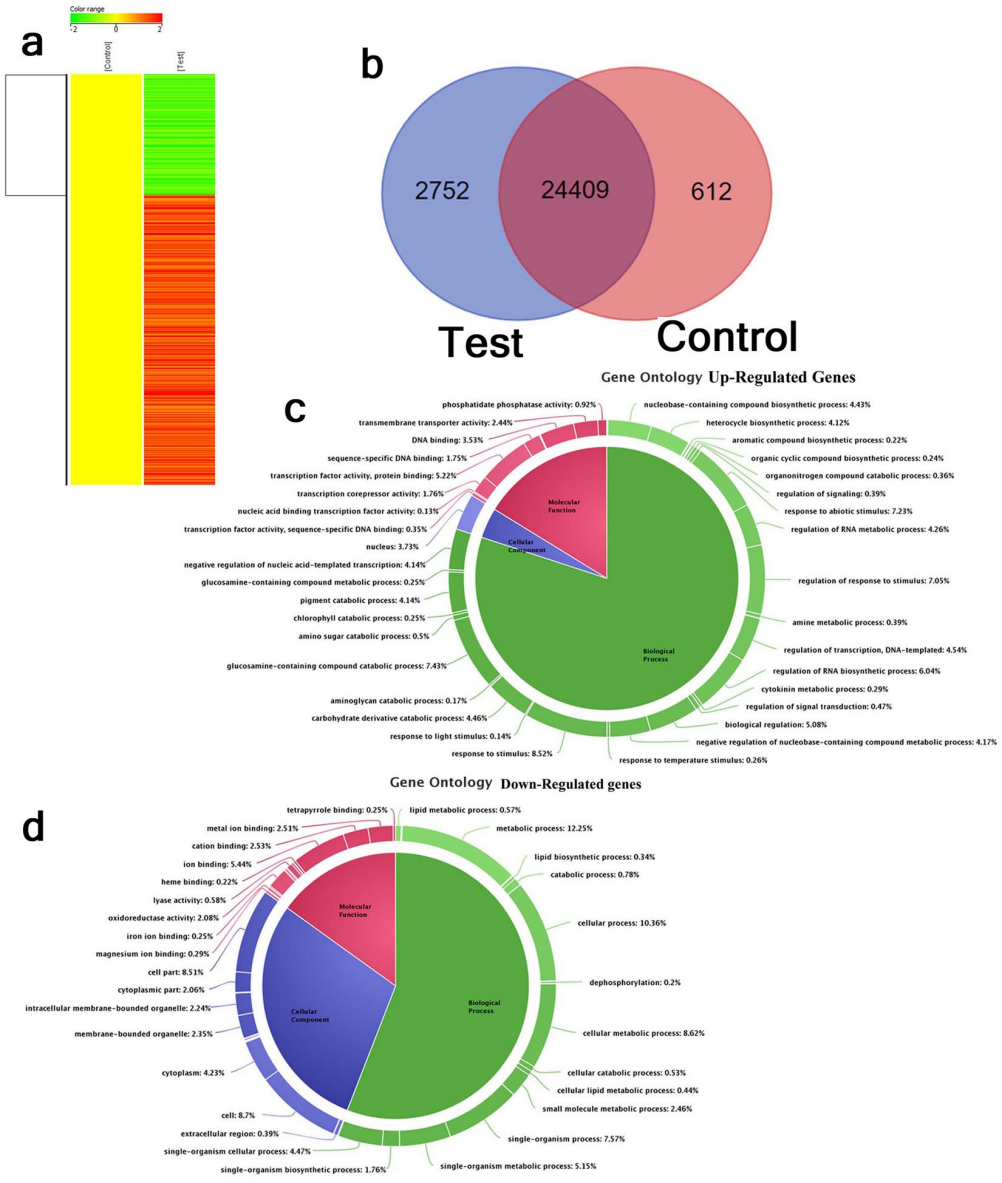
Genome-wide expression analysis using microarray. The panicles of SP grown in sun or shade were sampled on the day of final emergence from the main shoot. (**a**) Heat map of the differentially regulated genes. (**b**) Venn diagram showing number of genes detected in control and test samples. (**c**,**d**) Pie- diagram showing Gene-ontology of up and down- regulated genes respectively.

**Figure 7:**
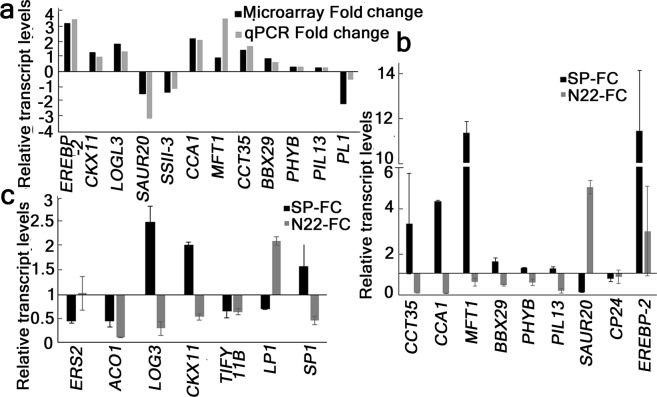
Validation of microarray results and comparative analysis of gene expression between SP and N22 using real-time PCR. (**a**) Coherence of the expression pattern for 12 genes in microarray and real-time PCR. Expression levels were compared in sun and shade grown panicle samples of SP with SP-Sun expression as controls. The relative transcript levels were shown as Log2 fold change. (**b**,**c**) Relative transcript levels from real-time PCR from panicle samples of SP and N22 grown in sun or shade. (**b**) Relative transcript levels of genes common in light and yield related pathway. (**c**) Transcript levels of genes common in hormone and yield related pathway. (**b**,**c**) Comparative presentation of fold change of selected genes between sun and shade grown samples in their respective genotypes of SP and N22. For each fold change calculation, the expression level in sun sample of the respective genotype was taken as control. All expression levels were normalized first to their respective *ACTIN* expression levels. Each real-time data is mean of 2 biological replicate experiments performed in triplicates and the error bar represents the standard error of mean.

**Table 2:** List of gene from microarray analysis arranged according to different pathways.

Gene ID	Gene Name	p-value	FC	UP/Down
**(BOX-1) Ethylene**				
Os03t0860100-01	EREBP-2, ERF83	0.3832	3.190	Up
Os08t0474000-01	ERF104	0.6535	1.822	UP
Os02t0654700-01	ERF91	0.1975	1.650	UP
Os02t0521100-01	ERF107	0.2824	1.647	UP
Os04t0546800-01	ERF93	0.2830	1.424	UP
Os04t0398000-02	ERF101	0.0116	1.292	UP
Os09t0451000-01	ACO1,OsACO1, ACO	0.0045	1.282	UP
Os09t0451000-01	ACO2	0.0045	1.282	UP
Os07t0685700-01	EIL2, OsEIL2	0.3446	1.217	UP
Os05t0155200-01	ERS2	0.0430	1.152	UP
Os07t0410700-01	ERF86	0.4836	1.125	UP
Os04t0529100-01	ERF45	0.2796	1.120	UP
Os12t0168100-01	ERF124	0.5890	1.066	UP
Os05t0549800-01	AP2/EREBP96	0.1626	0.978	UP
Os02t0676800-01	ERF20	0.6976	0.933	UP
Os03t0183200-01	ERF69	0.2799	0.867	UP
Os09t0490200-02	EIL3	0.0086	0.863	UP
Os09t0490200-02	EIL3	0.0086	0.860	up
Os11t0129700-01	AP2/EREBP131	0.0305	−1.065	Down
**(BOX-2) Auxin**				
Os01t0919800-01	PIN5A	0.1089	2.260	UP
Os04t0617050-01	SAUR21	0.0683	2.244	UP
Os01t0257300-01	RAA1	0.3321	2.074	UP
Os01t0888800-01	ARGOS	0.4012	1.904	UP
Os01t0785400-01	GH3-1	0.1521	1.582	UP
Os01t0741900-01	IAA6	0.2434	1.231	UP
Os01t0741900-01	IAA26	0.2434	1.230	Up
Os04t0519700-01	ARF10	0.1293	−0.848	Down
Os05t0515400-01	OsARF14, OsETT4	0.0531	−1.263	Down
Os04t0608300-01	SAUR20	0.1313	−1.440	Down
Os04t0690600-01	ARF13	0.1301	−1.611	Down
Os05t0576900-01	PIN10B	0.0753	−1.956	Down
**(BOX-3) Cytokinin**				
Os03t0224200-01	RR21	0.1304	0.830	UP
Os01t0940000-01	CKX4, OsSCRM	0.3475	2.039	UP
Os03t0109300-01	LOGL3	0.2887	1.852	UP
Os05t0521300-02	PHP3	0.3054	1.751	UP
Os01t0588900-01	LOG1	0.1521	1.577	UP
Os11t0143300-01	OsRR9	0.0019	1.460	up
Os08t0460600-01	CKX11	0.1433	1.308	UP
Os01t0775400-01	CKX5	0.0788	0.940	UP
**(BOX-4) Jasmonic acid**				
Os03t0402800-02	TIFY10A	0.1548	2.094	UP
Os03t0181100-01	TIFY11B, OsJAZ4	0.4373	1.740	up
Os04t0395800-01	TIFY9	0.5121	1.416	UP
Os03t0180900-01	TIFY11C	0.5111	1.304	UP
Os10t0392400-01	TIFY11D	0.4468	1.296	UP
Os06t0314600-01	JMT1	0.2354	−1.366	Down
**(BOX-5) Photosynthesis**				
Os04t0457000-01	CP24, Lhcb6	0.0754	1.915	UP
Os01t0700100-01	SWEET2B	0.4279	1.499	UP
Os09t0532000-01	SGR, sgr(t), sgr, OsSGR	0.0763	1.451	UP
Os03t0341300-01	SWEET16	0.2247	1.368	UP
Os09t0325700	PP2C1	0.3364	1.290	up
Os07t0544800-01	OEE3	0.0549	1.007	UP
Os12t0190200-01	PsbP	0.1003	0.958	UP
Os06t0603600-02	OsSPX1	0.0669	0.944	UP
Os12t0564400-02	PsbP	0.0793	0.886	UP
Os12t0476200-01	SWEET13	0.2999	0.875	UP
Os05t0549100-01	STN7	0.3179	0.818	UP
Os01t0934400-01	lumenal PsbP	0.3591	0.824	UP
Os04t0690800-01	PSBS2	0.0455	−0.857	Down
Os04t0452700-01	OsMST1	0.1664	−1.257	Down
Os06t0229800-01	alk, SSII-3, OsSSIIa, OsSSII-3	0.1012	−1.369	Down
Os01t0567600-00	OsMST7	0.1690	−1.788	Down
**(BOX-6) Abiotic Stress**				
Os02t0758000-01	HSP24.1	0.3806	1.716	UP
Os05t0122700-01	OsRCI2-7	0.0055	1.763	UP
Os02t0758000-01	HSP24.1	0.3806	1.716	UP
Os02t0758000-01	HSP24.1	0.3806	1.716	UP
Os06t0553100-01	HSFC2B	0.3862	1.570	UP
Os04t0568700-00	HSFB2A	0.3818	1.560	UP
Os03t0272300-02	OsSDIR1, SDIR1	0.3309	1.554	UP
Os09t0526600-03	HSFB2C	0.4015	1.461	UP
Os12t0623600-01	2-aminoethanethiol dioxygenase	0.0154	1.372	UP
Os03t0267000-00	HSP18.0	0.5043	1.342	UP
Os07t0129200-01	PR1A, OsPR1a	0.0526	1.173	UP
Os10t0392600-01	OsSPX3	0.0672	1.169	UP
Os02t0782500-02	HSP24.1	0.4006	1.125	UP
Os01t0382000-01	PR1B	0.1514	1.024	UP
Os08t0546800-01	HSFB2B	0.4441	0.999	UP
Os06t0253100-01	hsp20/alpha	0.5388	0.939	UP
Os01t0279200-02	proteasome subunit	0.1834	0.913	UP
Os02t0285300-01	OsDREPP2, DREPP2	0.0545	0.890	UP
Os01t0758300-02	Osppc3, Osppc2, ppc3, ppc2	0.0961	−0.942	Down
Os01t0733200-01	HSFC1B	0.4520	−1.742	Down
Os01t0701700-01	SAM dependent carboxyl methyltransferase	0.1068	−1.900	Down
**(BOX-7) Clock**				
Os08t0157600-01	CCA1, OsCCA1, OsLHY	0.3155	2.200	UP
Os08t0157600-03	CCA1	0.3471	2.045	UP
**(BOX-8) Light**				
Os02t0606200-01	OsBBX4, OsSTH	0.2175	1.920	UP
Os04t0488400-01	FTL6	0.2958	1.787	UP
Os08t0249000-01	OsBBX25, OsG, OsCCT29	0.1953	1.530	UP
Os12t0117400-01	BTBN22 - Bric-a-Brac	0.1759	1.525	UP
Os10t0560400-01	OsCCT35, OsCMF11, OsH	0.4773	1.455	UP
Os11t0118300-01	BTBN20	0.1222	1.412	UP
Os06t0154200-01	D3, SOL1	0.2779	1.063	UP
Os02t0610500-01	OsCOL4, OsD, OsBBX5	0.329	0.971	UP
Os01t0933500-00	flowering promoting factor-like 1	0.0271	0.939	UP
Os10t0572300-01	Leucine rich protein	0.0774	0.936	UP
Os06t0654900-01	OsBBX20, OsE, OsCCT23	0.1932	0.891	UP
Os06t0498800-01	OsMFT1	0.0746	0.945	UP
Os01t0725800-01	OsWD40-24, OsSPA3/4	0.4535	0.860	UP
Os10t0414700-01	PEP	0.0153	−0.838	Down
Os06t0298200-02	OsBBX19, OsM, DTH2	0.4467	−0.849	Down
**(BOX-9) Yield**				
Os09t0527900-01	OsBBX29, OsDBB1	0.2787	0.868	UP
Os04t0660100-01	OsIBH1	0.2802	0.837	UP

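The log2 fold changes of the transcripts in Table 2 were recalculated from the deposited intensities. Of the 96, 79 were higher and 17 lower in shade, with SDIR1 (-0.01) counted as lower. An unadjusted limma p under 0.05 was found for 33, and the methods' t-test gave 11 at that level. After Benjamini-Hochberg adjustment 0 transcripts passed, over all probes tested as well as adjusted over the list alone (smallest adjusted p = 0.107). The list was chosen by fold change on these same arrays, so the count over the list alone is not independent evidence. In 66 transcripts the values of the conditions did not overlap, with values not well above background taken as bounds. Sun replicate 1 had the lowest value of the 4 arrays in 69 of the 96. By the same rule 44 transcripts were still past 0.6 in the same direction without it, 14 changed sign and 2 had no bound, whereas 92, 93 and 93 were past 0.6 without sun replicate 2, shade replicate 1 and shade replicate 2. The median log2 fold change of the list was 1.13, and by the fitted values 0.35 without sun replicate 1.

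**Figure D1:**
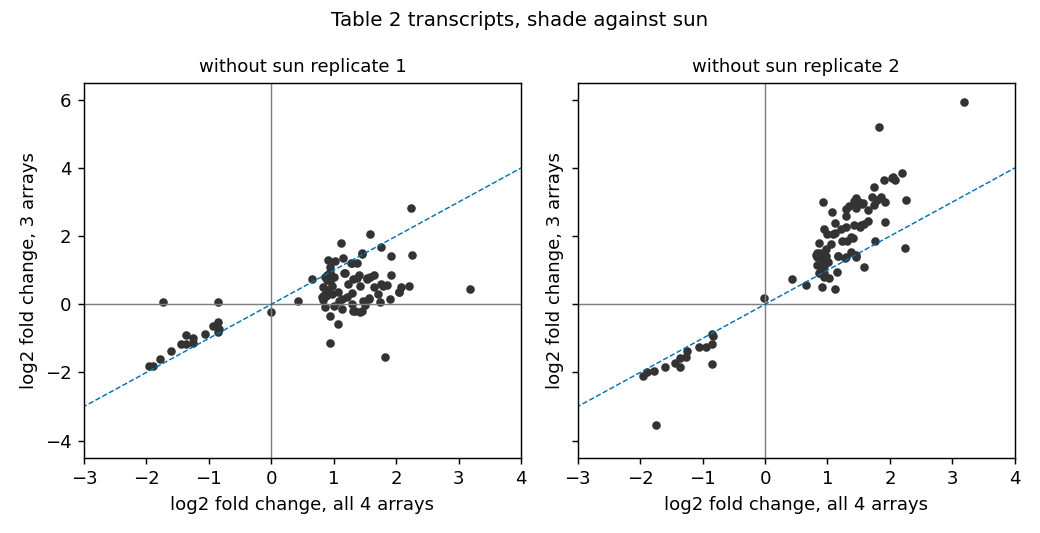
Log2 fold change (shade minus sun) of the Table 2 transcripts from all 4 arrays (x axis) against that from 3 arrays (y axis), without sun replicate 1 on the left and without sun replicate 2 on the right. Each point is 1 transcript and the dashed line marks equal values. On the left 14 points lie across 0 from their value over all arrays, on the right 1.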

Genes from each pathway were selected on the basis of fold change (FC), not on statistical significance p-value. FC represents the Log2 fold change.

### Regulation of the ethylene pathway genes to optimize the responses in shade

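Of the 17 ethylene transcripts, AP2/EREBP131 (Os11t0129700-01) was the lower one, with a log2 fold change of -1.06 (standard error 0.25). ACO1 (Os09t0451000-01) was at 2.38 ± 0.11 (SD, n = 2) in sun and 3.66 ± 0.06 (SD, n = 2) in shade, a log2 fold change of 1.28 (standard error 0.21) that stayed between 1.21 and 1.36 with each array left out in turn. ERS2 (Os05t0155200-01) rose from -3.58 ± 0.30 (SD, n = 2) to -2.42 ± 0.18 (SD, n = 2), and its log2 fold change stayed between 0.94 and 1.36 with an array left out. EIL3 (Os09t0490200-02), whose probe also detects a related transcript, had a log2 fold change of 0.86 (0.80 to 0.93). ERS2 was at 0.38 and EIL3 at 0.42 under the normexp background correction, whose offset shrinks the changes of dim probes. For EIL2 (Os07t0685700-01) the change of 1.22 became 0.23 without sun replicate 1. Each of these genes had an adjusted p of 0.827 (limma with Benjamini-Hochberg adjustment). Without sun replicate 1, 7 of the 17 ethylene transcripts stayed past 0.6 in the same direction. Among the 47 probes whose description mentions ethylene, 83.0% were above 0, with a median of 0.26 and an adjusted p of 0.0192 by camera, 0.181 by fry and 0.765 with an estimated correlation. By camera it was 0.118 without sun replicate 2, 0.112 without shade replicate 2 and 0.0846 when dim probes were kept.

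**Figure D2:**
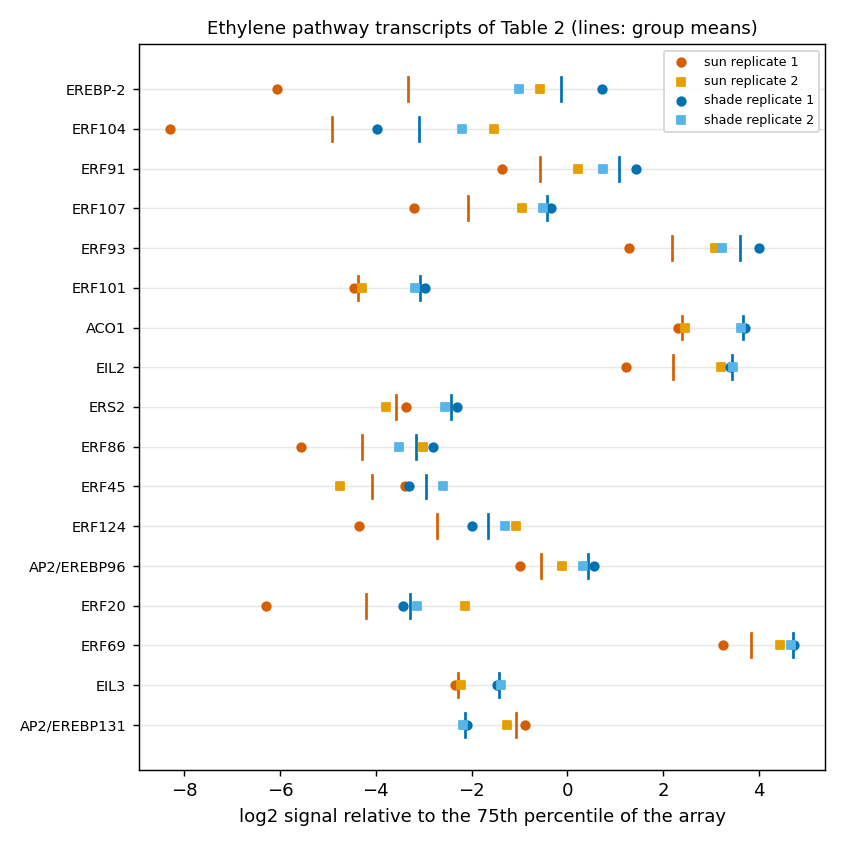
Log2 signal relative to the 75th percentile of the array (x axis) of the ethylene transcripts of Table 2 in sun replicates 1 and 2 and shade replicates 1 and 2. Points are single arrays and vertical lines are the means of each condition. For ACO1 the sun arrays lie at 2.30 and 2.46 and the shade arrays at 3.71 and 3.62, while for EREBP-2 sun replicate 1 lies at -6.07 and sun replicate 2 at -0.58.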

Almost all the genes identified in ethylene signaling in this study were up-regulated indicating that ethylene pathway genes are the major positive regulators for shade tolerance in SP (Table 2, Box-1). The report of ethylene and shade responses sharing major subset of genes has already been demonstrated^17^. Several ethylene responsive transcription factors such as *ERF83*, *ERF104*, *ERF91*, *ERF107*, *ERF93*, *ERF86*, *ERF45*, *ERF124*, *ERF20*, *ERF69* and *ERF101* were significantly up-regulated with high FC in the panicle samples of SP in shade. 

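From the share of ethylene genes that were higher in shade, the paper proposes that they are the major positive regulators of shade tolerance in SP. EREBP-2 (ERF83, Os03t0860100-01) was at -6.07 in sun replicate 1, where it was not well above background, and at -0.58, 0.73 and -1.0 in sun replicate 2 and shade replicates 1 and 2. It was well above background on 1 of 2 sun arrays. Its log2 fold change of 3.19 (standard error 2.09) was 0.44 without sun replicate 1 and at least 5.93 without sun replicate 2, and its adjusted p was 0.827 (limma with Benjamini-Hochberg adjustment). After spike-in scaling the adjusted p was 0.00575, against 0.380 to 1.00 under the other alternatives. With spike-in scaling limma used a single spread for all probes (infinite prior degrees of freedom), so the spread of EREBP-2 itself did not enter that test. ERF101 (Os04t0398000-02), well above background on 1 of 2 sun arrays, had the smallest spread among the factors listed, with -4.38 ± 0.13 (SD, n = 2) in sun, -3.08 ± 0.15 (SD, n = 2) in shade and a log2 fold change of 1.29. It was measured by a probe that also detects a related transcript, and the other probe of ERF101 was not well above background on any array. ERF91, ERF107, ERF93, ERF45 and ERF69 had log2 fold changes of 1.65, 1.65, 1.43, 1.12 and 0.87, and ERF91, ERF107, ERF93 and ERF69 were at 0.86, 0.52, 0.53 and 0.28 without sun replicate 1. ERF45 was at 0.45 without sun replicate 2. ERF104, ERF86, ERF124 and ERF20, at 1.82, 1.13, 1.07 and 0.93, changed sign without sun replicate 1, to -1.55, -0.14, -0.57 and -1.14. Under the normexp background correction ERF104, ERF86 and ERF20 were lower in shade, at -0.39, -0.08 and -0.35, and ERF101 was at 0.13. ERF104, ERF45 and ERF20 were well above background on 1 of 2 sun arrays.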

ERFs have long been known, isolated and were induced under various abiotic stress conditions^18^ too. These AP2 class of transcription factors control various agronomic traits including yield by interplay with many hormone pathways such as JA, ABA^18^ and GA^19^. The up-regulation of these ERFs in this study indicated an interplay of different hormones with ethylene to adapt the plant responses to low light stress. Ethylene responsive element binding protein (*EREBP-2*) was indicated in KEGG database in MAPK signaling and also was shown to regulate internode elongation, tillering and yield by down-regulating a GA-biosynthesis gene^20^. Up-regulation of *EREBP-2* in this study to ~11.2 fold in the shade grown panicles indicated its involvement in regulation of higher yield and elongated internodes in SP in shade. On the contrary, in N22 samples *EREBP-2* was up-regulated to only ~2.9 fold, which might explain the reason of its low yield as compared to SP (Fig. 7b). Ethylene biosynthetic gene *ACO1* was down regulated in both SP and N22 samples in shade (~0.45 and ~0.1 fold respectively), however the down-regulation was higher in N22 (Fig. 7c). Ethylene receptor *ERS2* was down-regulated to ~0.45 fold in SP, whereas nearly unaffected at ~1.02 fold in N22 (Fig. 7b) indicating a contrasting regulation. Recent evidence of increased ethylene content associated with decreased grain filling^21^ supported our results of decreased expression of *ERS2* in SP resulting in increased grain filling than that of N22.

### Regulation of the cytokinin pathway genes in shade tolerance

All the genes involved in cytokinin signaling pathway were up-regulated indicating a major positive role of cytokinin pathway genes in fine tuning shade responses (Table 2, Box-3). 

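The values of the shade arrays lay above those of the sun arrays in 7 of the 8 cytokinin transcripts of Table 2, and for PHP3 this stays open because its sun values are bounds. An unadjusted limma p under 0.05 was found for 3 of them, and 0 passed after adjustment. Their median log2 fold change was 1.52, and 4 transcripts were past 0.6 without sun replicate 1. RR21 (Os03t0224200-01), whose probe also detects a related transcript, had the smallest change at 0.83 (standard error 0.32), and 0.51 without sun replicate 1. The 31 tested probes whose description mentions cytokinin had a median of 0.37, with 74.2% above 0. Their adjusted p was 0.00416 by camera with Benjamini-Hochberg adjustment, 0.588 by fry and 0.765 with an estimated correlation. It was 0.119 by camera after spike-in scaling, 0.0747 when dim probes were kept, 0.0543 without sun replicate 1 and 0.173 without shade replicate 1.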

Cytokinin retards senescence and promotes greening. Shade grown plants showing higher NDVI index in this study supported the up-regulation of cytokinin pathway. Cytokinin perception and signaling involves two-component signal phosphorelay and histidine phospho-transfer proteins and different response regulators. Up-regulation of histidine phospho-transfer containing protein *PHP3* to ~1.75 fold and A-type response regulator *RR9* to ~1.45 fold (Table 2) supported up-regulation of cytokinin pathway in the shade grown SP plant. 

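PHP3 (Os05t0521300-02) was not well above background on either sun array. The bound of at least 1.66-fold higher in shade came from sun replicate 1, and against sun replicate 2 alone no bound remained (0.892-fold). Under the normexp background correction its log2 fold change was -0.01. RR9 (Os11t0143300-01) was at -0.64 ± 0.04 (SD, n = 2) in sun and 0.82 ± 0.08 (SD, n = 2) in shade. The change of 1.46 on the log2 scale (standard error 0.21, adjusted p = 0.827 from limma with Benjamini-Hochberg adjustment) stayed between 1.40 and 1.52 with each array left out in turn. The probe shown also detects a related transcript, and the other probe of RR9 gave 1.08.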

Cytokinin oxidase/dehydrogenase (CKX) are responsible for degradation of cytokinins. The up-regulation of *CKX4*, *CKX5* and *CKX11* in the present study to ~2 fold, ~0.9 fold and ~1.3 fold (Table 2) respectively indicated increased feedback regulation, which has already been documented before in case of the CKXs^22^ for homeostatic control of cytokinin activity. 

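CKX4 (Os01t0940000-01) was at -4.74 and -1.39 in the sun arrays and at -1.07 and -0.98 in the shade arrays, so that its log2 fold change of 2.04 (standard error 1.23) became 0.37 without sun replicate 1 and 0.52 under the normexp background correction. CKX5 (Os01t0775400-01) was at 0.91 ± 0.25 (SD, n = 2) in sun and 1.85 ± 0.31 (SD, n = 2) in shade, a log2 fold change of 0.94 that stayed between 0.72 and 1.16 with each array left out. CKX11 (Os08t0460600-01) changed by 1.31 on the log2 scale, and by 0.75 without sun replicate 1. For each of the CKX genes the adjusted p was 0.827 (limma with Benjamini-Hochberg adjustment).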

Os*CKX11* and Lonely Guy Like *LOGL3* genes were shown in the regulation of inflorescence development, panicle size earlier^23^. 

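LOG1 (Os01t0588900-01) was at -2.19 and -0.64 in sun replicates 1 and 2 and at -0.15 and 0.48 in shade replicates 1 and 2, a log2 fold change of 1.58 (standard error 0.64) that became 0.80 without sun replicate 1. LOGL3 (Os03t0109300-01) was at -5.43 and -2.84 in sun and at -2.26 and -2.31 in shade. Its log2 fold change of 1.85 (standard error 0.96) was 0.56 without sun replicate 1 and 0.18 under the normexp background correction. Neither change passed limma with Benjamini-Hochberg adjustment (adjusted p = 0.827).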

Up-regulation of *LOG1* and *LOGL3* to ~1.5 fold (Table 2) and ~2.5 fold (Fig. 7) respectively in the present study correlated to longer panicle length which was observed in SP in contrast to N22, where the *LOGL3* was down-regulated to ~0.29 fold (Fig. 7). Hence, the differential regulation of *LOGL3* could be the possible reason of contrasting panicle length SP and N22 in shade. Contrasting regulation of *CKX11* with ~2.04 fold up-regulation in SP and ~0.53 fold down-regulation in N22 samples supported contrasting role of CKX11 in shade grown panicles of these two genotypes.

### Involvement of auxin pathway for shade tolerance

In the shade grown SP panicles, 2/3^rd^ of the auxin pathway genes were up- and 1/3^rd^ of the same were down-regulated (Table 2, Box-2). 

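In 10 of the 11 auxin transcripts of Table 2 the conditions did not overlap. With 6 higher and 5 lower transcripts the median log2 fold change is the smallest rise, 1.23 for IAA6. Without sun replicate 1 it was 0.16, the value of ARGOS, while 8 of the 11 stayed past 0.6 in the same direction. No transcript of this group changed sign when any array was left out. The 125 tested probes whose description mentions auxin had a median of 0.09, with 63.2% above 0 and an adjusted p of 0.440 by camera. Their median was -0.04 under the normexp background correction.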

The up-regulated auxin pathway genes included several IAAs such as *IAA6* and *IAA26*, auxin responsive promotor family *GH3*, flowering promoting factor *FPF1*, *ARGOS* gene involved in regulating organ size and the gene involved in polar auxin localization during asymmetric division and redistribution (Os02t0795200) (Table 2). 

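SAUR21 (Os04t0617050-01), well above background on 1 of 2 sun arrays, was at -3.85 ± 0.83 (SD, n = 2) in sun and -1.60 ± 0.29 (SD, n = 2) in shade, a log2 fold change of 2.24 that was 1.66 without sun replicate 2. GH3-1 (Os01t0785400-01) changed by 1.58, between 1.08 and 2.09 with an array left out. PIN5A (Os01t0919800-01) was not well above background on either sun array and was at least 4.24-fold higher in shade, and at least 2.28-fold without sun replicate 1. Under the normexp background correction the log2 fold change of PIN5A was 0.26. IAA6 (Os01t0741900-01), which Table 2 also lists as IAA26, had a log2 fold change of 1.23 with 1 of 2 sun arrays well above background, and at least 0.61 without sun replicate 1. It was 0.10 under normexp. ARGOS (Os01t0888800-01) and RAA1 (Os01t0257300-01) rested on sun replicate 1. Their log2 fold changes of 1.90 and 2.07 were 0.16 and 0.51 without it. The adjusted p of SAUR21, GH3-1, IAA6 and RAA1 was 0.827 and that of ARGOS 0.828 (limma with Benjamini-Hochberg adjustment).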

Auxin pathway genes control the cell elongation, root architecture, organ size, polarity and cell division. Shade responses include height elongation growth, increase in organ size like flag leaf, root and decrease in panicle length, which were also demonstrated in this study. Up-regulation of the above said genes supported the positive regulation of these auxin pathway genes for shade tolerance in SP. Earlier report of reduction of stem mechanical strength and redistribution of lignin^24^ indicated an involvement of asymmetric division and redistribution of auxin during low light stress. Present up-regulation of Os02t0795200 to ~1.8 fold (Table 2) supported the above indicated involvement of auxin in asymmetric division in shade grown panicles of SP. 

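Os02t0795200 was not well above background on either sun array. Its values in shade replicates 1 and 2 were -4.13 and -4.73. The bound of at least 1.68-fold higher in shade came from sun replicate 1, and against sun replicate 2 alone no bound remained (0.904-fold). Under the normexp background correction the log2 fold change of Os02t0795200 was 0.031.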

Down-regulated genes identified in this study included several auxin responsive factors such as *ARF10*, *ARF14*, *ARF13* and IAA amino acid hydrolase *ILR1-like 8*. 

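ARF10 (Os04t0519700-01) had a log2 fold change of -0.85 (standard error 0.32) and ARF13 (Os04t0690600-01) one of -1.61 (standard error 0.51). With each array left out in turn ARF10 stayed between -1.17 and -0.52 and ARF13 between -2.21 and -1.01, and under normexp ARF10 was at -0.38. ARF14 (Os05t0515400-01) was not well above background on either shade array and was at least 1.99-fold lower there, with a log2 fold change of -0.30 under the normexp background correction. ILR1-like 8 (Os07t0249800-01) was at 0.97 and 0.26 in sun and at -0.12 and -1.84 in shade, a log2 fold change of -1.60 that was -0.74 without shade replicate 2. PIN10B (Os05t0576900-01), also in this box of Table 2, fell from 0.02 ± 0.21 (SD, n = 2) to -1.93 ± 0.78 (SD, n = 2). The adjusted p was 0.827 for ARF10, ARF13, ILR1-like 8 and PIN10B (limma with Benjamini-Hochberg adjustment).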

ARFs bind to auxin response DNA element (AuxRE) to either activate or repress the transcription of auxin regulated genes and have been implicated in various abiotic stress responses. Their down-regulation in shade grown panicles require further analysis. The SAUR20 is a short-lived auxin-responsive gene which was earlier reported to be consistently expressed after temperature treatment in a Phytochrome interactive factor 4 (PIF4) dependent manner^25^. The down-regulation of *SAUR20* to ~1.44 fold (Fig. 7b) not only supported the earlier report as the shade treatment was associated lowered temperature, but also indicated the involvement of PIF4 in this response. In contrast, SAUR20 was up-regulated to ~5 fold (Fig. 7b) in N22 indicated some negative feedback of PIF4 in the panicle samples from shade.

### Light and clock regulation

All except 2 genes identified in the light signaling pathway were up-regulated in the shade grown panicles of SP in the present study (Table 2, Box-7 and Box-8). 

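Of the 15 light signaling transcripts of Table 2, 5 had an unadjusted limma p under 0.05 and 0 passed after adjustment. The conditions did not overlap in 11. Sun replicate 1 was the lowest of the 4 arrays in 11, and without it 8 of the 15 stayed past 0.6 in the same direction while 3 changed sign. The 30 tested probes described as CONSTANS-like, B-box or CCT proteins had a median log2 fold change of 0.07, which was -0.05 without sun replicate 1 and -0.11 under the normexp background correction.

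**Figure D3:**
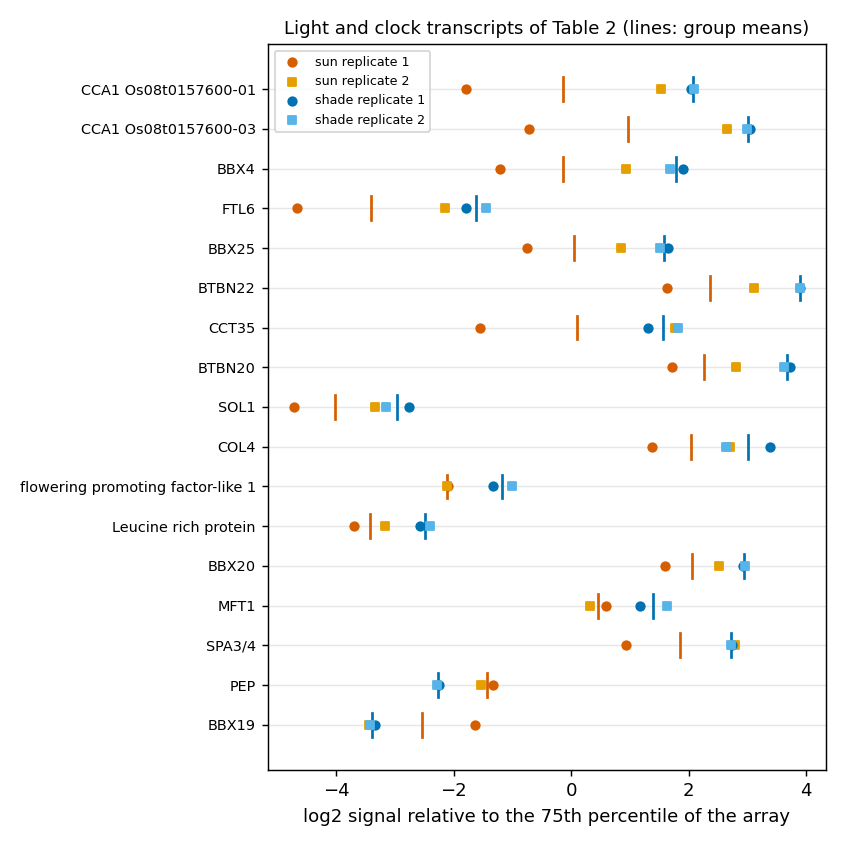
Log2 signal relative to the 75th percentile of the array (x axis) of the clock and light signaling transcripts of Table 2 in sun replicates 1 and 2 and shade replicates 1 and 2. Points are single arrays and vertical lines are the means of each condition. For CCT35 sun replicate 1 lies at -1.55 and sun replicate 2 at 1.76, between the shade arrays at 1.31 and 1.81.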

The up-regulated genes included several BBX genes such as *BBX4*; *BBX25*; *BBX22*; *BBX5*, *BBX19* and *BBX20*, the UV-B photoreceptor *UVR8*, the two phototropin genes *BTBN22* and *BTBN20*, several genes involved in flowering pathway such as *FLOWERING LOCUS T* (*FLT6*); *FLOWERING PROMOTING FACTOR1- LIKE PROTEIN-2* and the *MOTHER OF FLOWERING TIME* (*MFT1*), several CONSTANS-like (COL) genes such as *CCT35*, *COL4*, *COL5* and *COL3*. 

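MFT1 (Os06t0498800-01) was at 0.46 ± 0.20 (SD, n = 2) in sun and 1.40 ± 0.33 (SD, n = 2) in shade, and its log2 fold change of 0.95 stayed between 0.71 and 1.18 with each array left out in turn. The flowering promoting factor-like 1 transcript (Os01t0933500-00) rose from -2.11 ± 0.01 (SD, n = 2) to -1.17 ± 0.22 (SD, n = 2), and stayed between 0.78 and 1.1. BBX20 (Os06t0654900-01) changed by 0.89, and by 0.43 without sun replicate 1. CCT35 (Os10t0560400-01) changed by 1.46 with all arrays but by -0.20 without sun replicate 1. The adjusted p was 0.827 for MFT1, the flowering promoting factor-like 1 transcript and BBX20, and 0.835 for CCT35 (limma with Benjamini-Hochberg adjustment).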

Expression of *CONSTANS* have been implicated as a master regulator of photoperiodic flowering^26^. *BBX4* (*COL3*) is a positive regulator of photomorphogenesis regulated root growth^27^, and thus its up-regulation to ~1.92 fold (Table 2) indicated its involvement in low light induced increased root length observed in this study. 

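BBX4 (Os02t0606200-01) was at -1.21 and 0.94 in sun replicates 1 and 2 and at 1.90 and 1.68 in shade replicates 1 and 2. Its log2 fold change was 1.92 (standard error 0.81, adjusted p = 0.827 from limma with Benjamini-Hochberg adjustment), and 0.85 without sun replicate 1.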

FLT6 controls flowering in SD by negatively regulating the expression levels of FT-like genes to result earlier flowering^28^. It’s up-regulation to ~1.7 fold (Table 2) supported its involvement in the earlier flowering in SP-shade grown plants. 

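FTL6 (Os04t0488400-01), written FLT6 in the text, was at -4.67 and -2.14 in the sun arrays and at -1.79 and -1.45 in the shade arrays. The log2 fold change of 1.79 (standard error 0.95) was 0.52 without sun replicate 1, 3.05 without sun replicate 2 and 0.47 under the normexp background correction, with an adjusted p of 0.827 over all arrays (limma with Benjamini-Hochberg adjustment).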

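BTBN22 (Os12t0117400-01) was at 2.37 ± 1.05 (SD, n = 2) in sun and 3.89 ± 0.01 (SD, n = 2) in shade, a log2 fold change of 1.53. The probe of BTBN22 also detects the BTBN20 transcript, so its change may not be separate from that of BTBN20. BTBN20 (Os11t0118300-01) was at 2.26 ± 0.77 (SD, n = 2) in sun and 3.67 ± 0.08 (SD, n = 2) in shade, a log2 fold change of 1.41. The changes of BTBN22 and BTBN20 were 0.78 and 0.87 without sun replicate 1. Both had an adjusted p of 0.827 (limma with Benjamini-Hochberg adjustment).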

Up-regulation of the two phototropins in this study to ~1.5 and ~1.4 fold (Table 2) indicated their possible involvement in regulation of the blue light perception and signaling in the shade grown SP plants. CCT domain containing genes in rice were identified to regulate heading date. CCT35 (CMF11) is the evolutionarily closest to GHD7 that controls the grain number, height and heading date. Up-regulation of *CMF11* to ~3.3 fold (Fig. 7b) in the present study indicated its involvement to result earlier flowering, increased height and higher grain yield in the shade grown SP plants. Surprisingly, the *CCT35* expression in N22 samples were down-regulated to ~0.081 fold (Fig. 7b). This contrasting expression of *CCT35* could be the reason of low yield of N22 in shade compared to SP. 

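The array describes 2 transcripts as similar to UVR8, and these were chosen by their description because Table 2 gives no ID for the gene. Os02t0554100-01 had a log2 fold change of 0.26 (standard error 0.26) and Os04t0435700-01 one of -0.10 (standard error 0.22). The former was 0.06 without shade replicate 2. They had an adjusted p of 0.846 and 0.923 (limma with Benjamini-Hochberg adjustment). In both the values of sun and shade arrays overlapped. After spike-in scaling Os04t0435700-01 was at 0.10.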

The up-regulation of *UVR8* in the shade grown panicles could be due to some increased proportion of UV-B in shade, and requires further investigations such as detailed spectral analysis. Up-regulation of the *SOL1* (suppressor of LAZY1, causing the spreading phenotype of plants) indicated its involvement in having more erect stature of the plant including panicles in the present study. 

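SOL1 (Os06t0154200-01) was at -4.72 and -3.33 in sun and at -2.77 and -3.16 in shade. The difference of 1.06 (standard error 0.56) was not past the spread between arrays by limma (adjusted p = 0.827 with Benjamini-Hochberg adjustment) and was 0.37 without sun replicate 1 and 0.12 under the normexp background correction.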

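BBX25 (Os08t0249000-01) was at 0.05 ± 1.13 (SD, n = 2) in sun and 1.58 ± 0.09 (SD, n = 2) in shade, a log2 fold change of 1.53 that was 0.73 without sun replicate 1. COL4 (Os02t0610500-01) was at 1.37 and 2.70 in the sun arrays and 3.38 and 2.64 in the shade arrays, which overlap. The change of 0.97 was 0.31 without sun replicate 1. The adjusted p was 0.827 for both genes (limma with Benjamini-Hochberg adjustment).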

Up-regulation of several repressors of light and flowering pathway genes such as *BBX25* (*STH1*) and *COL4* (*BBX5*) indicate some feedback mechanism, and require further investigations. MOTHER OF FLOWERING TIME, MFT1, controls increase in spikelets per panicle and delay in heading date by suppression of EHD1, FZP and SEPALLATA-like genes^29^. The up-regulation of *MFT1* in SP shade grown panicles to ~11.3 fold and its contrasting down-regulation in N22 shade grown panicles to ~0.5 fold (Fig. 7b) strongly supported the basis of higher yield in SP in shade than N22. The up-regulation of *SPA1-RELATED 4* in shade grown panicles of SP (Table 2) indicated the involvement of Phytochrome A for manifestation of the low-light-grown-phenotype in mature plants of SP. 

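The transcript listed as SPA3/4 (Os01t0725800-01) was at 0.93 in sun replicate 1 and at 2.79, 2.73 and 2.71 in sun replicate 2 and shade replicates 1 and 2. Its log2 fold change was 0.86 (standard error 0.71, adjusted p = 0.834 from limma with Benjamini-Hochberg adjustment) over all arrays and -0.07 without sun replicate 1.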

The up-regulation of PHYA in SAS through FR mediated high irradiance response (HIR) has been reported in *Arabidopsis*^30^. Present up-regulation of *SPA1-RELATED 4* suggested that it might be involved to maintain constant levels of PHYA, required for HIR mediated shade tolerance response in SP. 

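PEP (Os10t0414700-01) was at -1.43 ± 0.14 (SD, n = 2) in sun and -2.27 ± 0.03 (SD, n = 2) in shade. The change of -0.84 on the log2 scale stayed between -0.94 and -0.73 with each array left out in turn. BBX19 (Os06t0298200-02), measured by a probe that also detects a related transcript, was at -1.63 in sun replicate 1 and at -3.44, -3.34 and -3.43 in the other arrays. The log2 fold change of BBX19 was -0.85, and 0.05 without sun replicate 1. PEP had an adjusted p of 0.827 and BBX19 one of 0.834 (limma with Benjamini-Hochberg adjustment).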

The two down-regulated genes identified under light signaling pathway were the *FLOWERING LOCUS K HOMOLOGY* (*PEP*) which is the positive regulator of floral repressor FLC and the negative regulator of light signaling *BBX19*. Up-regulation of *CCA1* and both the splice forms of *LHY1* to ~4.3 (Fig. 7b), ~2.2 and ~2 fold respectively in SP (Table 2) indicated involvement of clock in the shade tolerance response. 

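Table 2 lists 2 splice forms of the clock gene CCA1/LHY. The probe of each also detects another splice form of the gene, so the 2 changes may not be separate. Os08t0157600-01 was at -1.79 and 1.52 in sun replicates 1 and 2 and at 2.04 and 2.09 in shade replicates 1 and 2, a log2 fold change of 2.20 (standard error 1.22). Os08t0157600-03 was at -0.71 and 2.64 in sun and at 3.04 and 2.99 in shade, a log2 fold change of 2.05 (standard error 1.23). The changes were 0.54 and 0.37 without sun replicate 1. The adjusted p of CCA1 was 0.827 for both forms (limma with Benjamini-Hochberg adjustment).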

A recent report demonstrated that higher levels of LHY/CCA1 protein is required for acclimatization of plants in cold stress^31^. Antagonistic down-regulation of CCA1 in N22 at ~0.05 fold might explain the shade tolerance in case of SP (Fig. 7b). BBX29, the Double B-Box 1 (DDB1) is a Heading Date 1 (HD1)-like protein, shown to have higher expression in seedlings, young panicles and stamens^32^. *BBX29* in this study showed contrasting expression of ~1.5 fold up-regulation in SP and ~0.4 fold down-regulation in N22 (Fig. 7b) indicated opposite regulation of this gene in the shade tolerance response in the above two genotypes.

### Photosynthesis related genes in shade tolerance response

Genes in the category of photosynthesis and carbohydrate metabolism included several candidates from components of photosystem II, chloroplast located genes, light harvesting complex, components of oxygen evolving system and phosphate uptake, homeostasis, sugar transporters (Table 2, BOX-5). The up-regulation of these genes indicated for increased chlorophyll content, increased oxygen evolution, net photosynthesis and increased photoassimilates. 

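In the photosynthesis box of Table 2, 12 of 16 transcripts were higher in shade and 10 stayed past 0.6 in the same direction without sun replicate 1. CP24 (Os04t0457000-01) was at -3.04 ± 0.69 (SD, n = 2) in sun and -1.13 ± 0.38 (SD, n = 2) in shade, with a log2 fold change between 1.43 and 2.40 when an array was left out. OEE3 (Os07t0544800-01) changed by 1.01, between 0.79 and 1.23. CP24 was at 0.68 and OEE3 at 0.31 under the normexp background correction. SPX1 (Os06t0603600-02) changed by 0.66, and its other probe, of the class that also detects related transcripts, by 0.95. STN7 and the lumenal PsbP transcript, at 0.82 and 0.83, were at 0.20 and 0.13 without sun replicate 1. The probe shown for STN7 also detects a related transcript, and the other probe of STN7 gave 0.45. By the probes shown, each of these transcripts had an adjusted p of 0.827 (limma with Benjamini-Hochberg adjustment). Over all 57 tested probes described as photosystem or light harvesting proteins the median log2 fold change was -0.07, the mean 0.04 and the share above 0 was 42.1%. This median was -0.27 without sun replicate 1 as well as without shade replicate 1 (where camera gave an adjusted p of 0.0311, against 0.0311 to 0.970 over the alternatives), 0.21 without sun replicate 2 and 0.14 after spike-in scaling.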

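SWEET2B (Os01t0700100-01) was at -5.53 in sun replicate 1 and at -2.51, -2.35 and -2.69 in the other arrays, so that its log2 fold change of 1.50 was -0.01 without sun replicate 1. SWEET16 (Os03t0341300-01), by a probe that also detects a related transcript, was at -1.31 ± 0.86 (SD, n = 2) in sun and 0.06 ± 0.70 (SD, n = 2) in shade. Its change of 1.37 was 0.76 without sun replicate 1. SWEET13 (Os12t0476200-01) changed by 0.88, and by 0.24 without that array. The adjusted p was 0.831 for SWEET2B and 0.827 for SWEET16 and SWEET13 (limma with Benjamini-Hochberg adjustment).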

Up-regulation of sugar transporters such as *SWEET2B*, *SWEET16* and *SWEET13* (Table 2) indicated increased transport of photoassimilates from leaves to the panicles in the early stage of grain filling. Increased total sugar content in the SP-shade grown leaves in this study also supported the above observation of increased photoassimilates. 

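SSII-3 (Os06t0229800-01) was at 0.07 and -0.34 in sun and at -1.08 and -1.93 in shade. The log2 fold change of -1.37 (standard error 0.40) stayed between -1.79 and -0.94 with each array left out in turn. Its adjusted p was 0.827 (limma with Benjamini-Hochberg adjustment).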

Down-regulation of soluble starch synthase-2 *SSII-3* in the shade grown SP panicles (Table 2) indicated decreased partitioning of starch in the developing grains. This could be due to decreased conversion of sugar to starch due to low-light. Low light associated decreased starch accumulation, starch synthase activity and decreased amylose accumulation has been previously reported^33^. 

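SGR (Os09t0532000-01) was at -2.97 ± 0.07 (SD, n = 2) in sun and -1.52 ± 0.60 (SD, n = 2) in shade, a log2 fold change of 1.45 that stayed between 1.03 and 1.87 with each array left out and was 0.55 under the normexp background correction. PSBS2 (Os04t0690800-01) was at 1.76 ± 0.04 (SD, n = 2) in sun and 0.90 ± 0.26 (SD, n = 2) in shade. Its log2 fold change was -0.86 and stayed between -1.04 and -0.67. The PsbP transcript Os12t0564400-02 changed by 0.89 (0.62 to 1.15 with an array left out). For the PsbP transcript Os12t0190200-01 the brighter probe, which also detects a related transcript, gave 0.43 and the other probe 0.96. limma with Benjamini-Hochberg adjustment gave an adjusted p of 0.827 for SGR, PSBS2 and Os12t0564400-02 and of 0.834 for Os12t0190200-01.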

Up-regulation of photosystem II components such as *SGR*, *PSBS2* and *PSBP*s (Table 2) indicated increased synthesis of PSII components due to increased non-photochemical quenching and ROS production due to low-light stress, which has been reported in recent studies^34^. Down-regulation of the two monosaccharide transporters *MST1* and *MST7* (Table 2) indicated decreased cell wall synthesis^35^ and decreased sugar partitioning in the stamens^36^ respectively in shade grown panicles of SP.

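MST1 (Os04t0452700-01) was at -2.12 ± 0.16 (SD, n = 2) in sun and -3.37 ± 0.82 (SD, n = 2) in shade, a log2 fold change of -1.26 (standard error 0.47). MST7 (Os01t0567600-00), by a probe that also detects a related transcript, was at 1.51 ± 0.24 (SD, n = 2) in sun and at 0.56 and -1.10 in the shade arrays, a log2 fold change of -1.79 (standard error 0.65). With each array left out MST1 stayed between -1.83 and -0.68 and MST7 between -2.62 and -0.96, and under the normexp background correction MST1 was at -0.59. Both had an adjusted p of 0.827 (limma with Benjamini-Hochberg adjustment).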

### Genes involved in abiotic stress tolerance

In this category, 3/4^th^ of the genes were up-regulated, including several heat shock proteins (*HSPs*), heat stress transcription factors, heat shock factors (*HSFs*) genes responding to drought, low-temperature induced protein, genes involved in repair of photosystem II and genes in iron metabolism, whereas the 1/4^th^ of the down-regulated genes included 11 s globulin seed storage protein, fructokinase-2, Phosphoenolpyruvate kinase (*PEPC*), gene from salicylic acid pathway, HSF and senescence specific cysteine peptidase (Table 2, BOX-6). These observations indicated a major involvement of HSPs and HSFs for manifestation of shade tolerance responses.

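OsRCI2-7 (Os05t0122700-01), well above background on 1 of 2 sun arrays, was at -5.75 ± 0.13 (SD, n = 2) in sun and -3.98 ± 0.13 (SD, n = 2) in shade, a log2 fold change of 1.76 that was 0.10 under the normexp background correction. OsRCI2-7 was at least 1.23-fold higher in shade without sun replicate 1. The heat shock genes followed sun replicate 1. HSFB2A (Os04t0568700-00), HSFB2C (Os09t0526600-03) and HSP24.1 (Os02t0782500-02) had log2 fold changes of 1.56, 1.46 and 1.13, and of 0.19, 0.09 and 0.16 without it. HSP18.0, HSFB2B and the hsp20/alpha transcript, at 1.34, 1.00 and 0.94, changed sign to -0.18, -0.06 and -0.34. HSP18.0 was also lower in shade under the normexp background correction, at -0.06. HSFC2B (Os06t0553100-01) was not well above background on either sun array and was at least 2.01-fold higher in shade, a bound that fell to 1.08-fold against sun replicate 2 alone. Under normexp HSFC2B was at -0.08 on the log2 scale. The lower transcript HSFC1B (Os01t0733200-01) changed by -1.74, and by 0.07 without sun replicate 1. The 168 tested probes described as heat shock or heat stress proteins had a median of 0.08, which was -0.04 without sun replicate 1 and -0.03 under normexp. Transcripts described as 11-S globulins changed by -1.70 (Os01t0976200-01) and -1.06 (Os03t0336100-01, -0.54 without shade replicate 2), Osppc3 by -0.94, and the transcript similar to fructokinase-2 (Os06t0232200-00) by -0.18, with overlapping conditions and a value of 0.08 without sun replicate 1 or shade replicate 2. The brighter probe of SDIR1 (Os03t0272300-02) gave -0.01, and its other probe was at least 2.37-fold higher in shade, and at least 1.28-fold without sun replicate 1. limma with Benjamini-Hochberg adjustment called none of these genes (adjusted p from 0.827 for OsRCI2-7 to 0.994 for SDIR1).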

### Genes controlling panicle length

For further evaluation of contrasting panicle emergence phenotype in SP and N22, real-time PCR for two panicle length controlling genes (Long Panicle; LP1 and Short Panicle; SP1) was performed. LP1 represented either a superior or an inferior allele for having either long or short panicles respectively in recent reports^37^. In the present study, *LP1* was down-regulated to ~0.71 fold in SP, whereas up-regulated to ~2.1 fold in N22 (Fig. 7c). This observation indicated that N22 could have the inferior allele of *lp1*. However, the panicle length of SP and N22 were nearly equal in sun (Fig. 3) and difference in PL in shade was due to the remarkable increase of PL, which was observed only SP (Fig. 2h). This observation ruled out the possibility of LP1 to be the reason of contrasting difference of PL between SP and N22 in the present study. SP1 is responsible for the meristematic activity in inflorescence and thereby controlling inflorescence branch elongation. SP1 is reported as a nitrate transporter highly expressed in the phloem of the branches of young panicle^38^. *SP1* expression was up-regulated to ~1.5 fold in SP whereas down-regulated to 0.6 fold in N22 (Fig. 7c). This contrasting *SP1* levels in SP vs. N22 could explain that lower levels of *SP1* in N22 panicles in shade restricted the panicle length elongation in shade with the occurrence of its opposite phenomenon in the SP panicles.

## Discussion

The present study was conducted with several aims to understand the shade tolerance responses and its effects on crop yield. Briefly, these aims included to identify seedling phenotypes, mature plant phenotypes, physiological characteristics, biochemical parameters and the genes involved or affected by shade or low light stress. From the three different durations of rice used for this study, it was concluded that short duration rice such as Nagina 22 and Swarnaprabha (SP) were better suited to be grown under shade than the medium or long duration rice such as KMR3 or Swarna respectively. This interpretation was based on the tolerant mature plant phenotype of N22 and SP in shade. This could be due the fact that short duration rice gets a smaller number of days in shade compared to the long duration rice to complete their life cycle. While intermediate coleoptile length was identified as the characteristic seedling phenotype in a short period screening of 8 days on petriplates, longer shoot length and higher rootlet number were demonstrated to be the characteristic phenotypes in a longer period of screening for 28 days in seedlings grown in hydroponic medium. However, these seedling phenotypes did not correlate with the shade tolerance in terms of yield, as sustainable yield in shade was obtained only in SP with least decrease in yield/plant (17.3%) among all the lines tested. Yield/plant in shade correlated significantly with only 3 parameters out of 21 traits tested, which were NDVI index, panicle length and grain filling percentage. SP showed the least % decrease in yield/plant in shade followed by the IL of Swarna 192S with 33.2% decrease. The wild introgressions from *O*.*nivara* in 192S^12^ could be the reason of sustainable yield in shade and showed importance in agronomic point of view. Among the 6 biochemical traits tested, only the decrease in the superoxide dismutase (SOD) activity correlated with high yield in sun and shade. Study of carbon, nitrogen and phosphate partitioning interpreted that higher % of carbon was essential for a shade tolerant plant in term of yield. This higher carbon % could be imparted to up-regulation of sugar transporters (SWEETs) in the shade grown panicles of SP indicated increased bi-directional sugar transport across the cell membrane and also increased pathogen resistance, senescence, for which the SWEET transporters are known^39^. However, down-regulation of two monosaccharide sugar transporters (MSTs) and the soluble starch synthase *SSII-3* indicated some negative feedback of carbon resource allocation along with decreased conversion of sugar to starch in grain in SP shade grown panicles. Gene expressions in R and low R/FR in the seedling stage for the two major gene involved in SAS (i.e PHYB and PIL13) revealed interesting results. The expression patterns of *PHYB* and *PIL13* in the shade grown panicles were reverse in SP and N22 in shade could be associated with shade tolerance response in SP. The decreased *PHYB* and increased *PIL13* expressions under low R/FR in SP was in agreement with previous reports in *Arabiodopsis*^15^, which indicated that the tolerance response to prolonged low R/FR in SP could be similar to that in *Arabidopsis*. However, the opposite pattern of expressions of *PHYB* and *PIL13* under cR and low R/FR in N22 indicated variation in the mode of function of PHYB and PIL13. These observations of different modes of action in N22 might be linked to its being a drought and heat tolerance variety^40^ accommodating high light and heat environments, however requires further investigations. This observation was further supported by the results of up-regulation of *SAUR20*, which functions at high temperature in a PIF4-dependent manner^25^, in N22 shade grown panicles to ~5 fold. Genome-wide expression analysis revealed that most of the ethylene and cytokinin pathway genes were up-regulated indicating that these were the major positive regulators for shade tolerance responses in rice. While most of the genes identified in light and clock signaling were up-regulated, auxin pathway and photosynthesis related genes showed a major proportion among the up-regulated with minor proportion among the down-regulated category. Most of the genes selected for real-time PCR showed characteristic gene expression in SP shade grown panicles which significantly differed in N22. Owing to the higher contrasting differences in the expression levels between SP and N22, expressions of *MFT1*, *EREPB*-*2* were notable. Despite ~11-fold up-regulation of *MFT1*, a flowering repressor, the flowering time in SP in shade was not delayed. It could be due to the fact that the effect of *MFT1* in delaying the flowering time was counter-acted by the up-regulation of several other regulators of flowering such as *FLT6*, *CMF11* in this study. Up-regulation of Short panicle (*SP1*) expression in SP and its corresponding down-regulation in N22 panicles indicated that SP1 could be involved in increase of panicle length in shade in case of Swarnaprabha. Lastly, we detected the two splice forms of PHYB (Os03t0309200-01 and Os03t0309200-02), which has been presented in Rice Annotation Project Database (RAP-DB), at ~0.32 and ~0.13 fold respectively in in the complete data (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE118464). 

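The probe of PHYB splice form 1 (Os03t0309200-01) was at -0.50 ± 0.38 (SD, n = 2) in sun and -0.17 ± 0.27 (SD, n = 2) in shade, a log2 fold change of 0.32 (standard error 0.31, adjusted p = 0.846 from limma with Benjamini-Hochberg adjustment) that was 0.06 without sun replicate 2. The probe of PHYB splice form 2 (Os03t0309200-02) was at 2.23 ± 0.22 (SD, n = 2) in sun and 2.37 ± 0.04 (SD, n = 2) in shade, a log2 fold change of 0.13 (standard error 0.23, adjusted p = 0.908 from the same test). Both probes were well above background on all 4 arrays, and for both the values of sun and shade overlapped. Without sun replicate 1 the change of PHYB splice form 2 was -0.02.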

The detection of the splice variants of PHYB encompassing different exon intron gene structure in the shade grown panicles indicated a yet unknown functional relevance in shade tolerance that requires further study.

## Conclusion

It could be concluded that short duration rice (Swarnaprabha in this study) is more suited for shade tolerance response. Intermediate coleoptile length and higher rootlet number were identified as discriminating seedling characteristics grown under low R/FR. Lower superoxide dismutase activity in shade was the only biochemical parameter associated with shade tolerance. Increase in panicle length with increased percentage in grain filling in shade were demonstrated as the noble mature plant phenotypes necessary for sustainable yield. Up-regulation of *COL3* could be associated with longer root length in seedlings under low red/far-red. Shade tolerance in Swarnaprabha could be assorted to significant up-regulation of *MOTHER OF FLOWERING TIME1* (*MFT1*) along with *ETHYLENE RESPONSE ELEMENT BINDING PROTEIN-2* (*EREBP-2*), and *SHORT PANICLE1* (*SP1*) in the shade grown panicles. The drastic up-regulation of *MFT1* and *EREPB-2* in the shade grown panicles of Swarnaprabha can be used as important clues to understand shade tolerance response. The association of panicle length with tolerance to shade in this study was the noble finding till date.

## Materials and Methods

### Plant growth conditions

Rice seeds were imbibed on wet blotting paper and incubated at room temperature in dark for 48 hours (h) followed by 8 h of germination induction under white light (WL). Seedlings of 15-days old were transferred to pooled pots and grown for 1 months, after which they were transferred to single plant per pot. Plants were kept in sun or under continuous shade 55 days after sowing (DAS). Plants were grown in 12-inch pots containing 8 L soil from rice fields with urea (1 g), potassium (200 mg) and phosphate (2 g). Urea was applied thrice (during soil preparation, in growth stage and prior to booting stage) to the plant. The study was done during Apr 2017– Sep 2017 (season 1) and Sep 2017 to Apr 2018 (season 2). The bright sun light in season 1 varied within the range of maximum 1351.8 μmols m^−2^ sec^−1^ and minimum 839.2 μmols m^−2^ sec^−1^ and that in season 2 varied within the range of maximum 1325.8 μmols m^−2^ sec^−1^ and minimum 310.3 μmols m^−2^ sec^−1^. The geographic location of NISER is at an altitude of 38 meters above the sea level with latitude/longitude: 20°09′35″N85°42′26″E. The temperature, humidity (RH) and rainfall (RF) as recorded by The Metrological Department situated at Jatni station was average 43 °C max, 34 °C min, 82.7% RH, 177.2 mm RF respectively in the season 1and that in season 2 was average 41 °C max, 30 °C min, 71.5% RH, 23 mm RF respectively.

### Seedling phenotype

Seedlings were grown on petriplates for 7 days under either continuous darkness (D), continuous red (cR) or low red/Far-red (cR/FR) after the WL germination induction (Supplementary Fig. 1). The WL was obtained from Philips17 W F17T8/TL741 USA Alto II technology tubes fitted in plant growth chambers (Model-AR36, Percival, USA), set to 22 °C and 70% relative humidity. WL obtained was with 50% light intensity, which is equivalent to ~100 μmols m^−2^ sec^−1^. For monochromatic red (R), red/far-red (R/FR) light irradiations, seedlings were grown in E-30 LED chambers (Percival, USA) maintained at 22 °C temperature and with 70% RH. The intensity of incident light was 50 μmols m^−2^ sec^−1^ for R. For low R/FR light, both the R and FR lights were illuminated and adjusted so as to get the R/FR ratio to 0.06. For Hydroponic experiment, seedlings were grown for 10 days on petriplates and then transferred to medium containing half strength of Hoagland’s solution^41^ for 15 days till the phenotyping was done. Seedlings were grown in 6.4 cm × 6.4 cm × 10 cm planton tissue culture containers (Tarsons Product Pvt. Ltd. India) with 250 ml of Hoagland’s media. For seedling phenotype analysis, shoot length, root length, rootlet number and coleoptile length was measured from 25–30 seedlings in 2 independent biological replicates. For significance analysis, one-way ANOVA with Bonferonni’s multiple comparison was performed using Prism version 7.0 from the selected lines under specific light condition. The comparison of the data values from D was compared with that of R, similarly data values from R was compared with that of R/FR. Statistically significant difference (p < 0.01) is indicated as **** in graph.

### Mature plant phenotype

All mature plant phenotype was recorded from plants grown in open field inside net house situated at NISER (Supplementary Fig. 2) in completely randomized block design in 2 replications. Shade was obtained by covering the net house with 75% quantified cutoff agro net from B&W Agro Irrigation Co Mumbai. Mature plant phenotype was recorded as previously^12^. Briefly, NDVI index and quantum yield (Qy) were taken 15 days after transfer into shade or sun. Plant height (PH), number of productive tillers (NPT), relative water content (% RWC), internode length (INL) and flag leaf length (FLL) were recorded 15 days after panicle emergence. All biochemical assays (i.e. enzymatic assays, total sugar, carotenoid, and flavonoid content) were analyzed from flag leaves 15 days after panicle emergence. For statistical significance, one-way ANOVA with Bonferonni’s multiple comparison was performed using Prism version 7.0.

### Enzyme activity assay

Superoxide dismutase (SOD), catalase and peroxidase enzyme activity were determined spectrophotometrically as described by Dhindsa *et al*.^42^, Aebi^43^ and Castillo *et al*.^44^ respectively. For these assays, 100 mg of leaf sample (flag leaf) was ground with 4 ml of extraction buffer (0.1 M phosphate buffer, pH 7.5, containing 0.5 mM EDTA) and filtered through 4 layers of cheese cloth. The filtrate was transferred to centrifuge tubes and centrifuged at 15000 rcf for 20 min. The supernatant was used as the enzyme extract and 100 μl of this extract was used for each enzyme activity assay. Briefly, SOD activity was determined by measuring the decrease in the absorbance of blue colored formazone and $${{\rm{O}}}_{2}^{\cdot -}$$ at 560 nm. For determining catalase activity, the reaction was started by adding H_2_O_2_ (12.5 mM) to the enzyme extract and decrease in the absorbance was measured at 240 nm for 1 min. Peroxidase activity was determined by increase in the optical density due to oxidation of guaiacol to tetra-guaiacol in the reaction mixture for 2 min, measured at 470 nm.

### Total sugar content

Total sugar content was estimated using phenol-sulphuric acid method as explained by Buysse *et al*.^45^ with small modification^12^. 100 mg leaf sample (flag leaf) was boiled twice consecutively in 5 ml of 80% methanol for 5 min each time. Supernatant was collected and pooled from the two steps. To 1 ml of this supernatant, 1 ml of 18% phenol and 5 ml of concentrated H_2_SO_4_ was added. The mixture was vortexed vigorously for 10 min. Amount of total soluble sugar in the plant leaf samples were determined using glucose: fructose: galactose (1:1:1 v/v) standard curve. The absorbance was measured as 490 nm.

### Carotenoid content

Twenty-five mg of leaf sample was frozen in liquid nitrogen and extraction of total carotenoid was done in 3 ml 80% acetone extracts. The ground samples were kept in dark in 4 °C for 48 h. Estimation of carotenoids was done in the supernatant after centrifugation at 10,000 rpm at 4 °C for 10 min according to Arnon^46^ by using the following formula

$${\rm{Carotenoid}}\,(\mathrm{ug}/\mathrm{mg})=(({\rm{A}}480+(0.114\ast {\rm{A}}663)-(0.638\ast {\rm{A}}647))\ast \,3000)/(1000\ast FW)$$

### Flavonoid content

Total flavonoid content was determined as according to Harborne^47^. The flavonoid content in the seedlings was estimated using HCl-chloroform method. Briefly, 50 mg of leaf samples (flag leaf) were ground with liquid nitrogen. To the frozen powder, 1.5 ml of 1% HCl (w/v) in methanol was added and kept at room temperature for 2 h. 1 ml of chloroform was added to it and centrifuged at 7000 rpm for 10 min at room temperature (RT). The flavonoid content was determined spectrophotometrically by measuring the absorbance at 300 nm.

### Carbon, nitrogen and phosphorus estimation

Estimation of nitrogen in the flag leaf and panicle samples were done using Micro-Kjeldahl method^48^. Estimation of phosphorus was done using Vanado-molybdate yellow-color method^49^. Estimation of carbon was done using an element analyzer^50^. For all these estimations, flag leaf and panicle samples sampled at final stages of grain filling (~15–21 days after panicle emergence) were dried, ground to powder form and 0.5 g of the dried samples was used for estimation. Briefly, in Micro-Kjeldahl method of nitrogen estimation, dried plant sample was digested at 410 °C in 10 ml of sulphuric acid with copper sulphate as catalyst. The digested sample was distilled in the Kjeltec 1026 distilling unit and mixed with 20 ml of 4% boric acid along with 3–4 drops of indicator. The distillate collected was titrated with 0.1 N H_2_SO_4_ and the titre value was noted and calculated in to % nitrogen per fixed wt. For phosphorus estimation, cold digestion of the dried plant sample was done in triple acid mixture (concentrated nitric acid, perchloric acid and sulphuric acid in the ratio 10:4:1) for overnight followed by digestion at 200 °C for 2 h. The digest was made up to 100 ml. To 5 ml of the digest, 5 ml of vanado-molybdate reagent was added followed by making the volume to 25 ml with distilled water. After 10 minutes absorbance was measured at 490 nm. For estimation of carbon ground plant samples were made to pass a 0.15 mm sieve.

### RNA isolation and Gene expression study

Total RNA was extracted from seedling samples irradiated with 7 days red (cR), low red/far-red (cR/FR) or kept at dark (D) using TRIzol Reagent (Invitrogen™ 15596018) and quantified using Nanodrop. Four µg of RNA were treated with DNase (New England Biolabs M0303s) followed by a purification step using sodium acetate (NaOAC). Briefly, RNA was mixed with 1/10^th^ v/v of 3 M NaOAC and 1/4^th^ v/v absolute ethanol. It was frozen in liquid N_2_ for 5 min followed by centrifugation at 12000 rpm for 5 min at 4 °C. The samples were washed with 75% ethanol and eluted with 10 μl of RNase-free water. For the semi-quantitative RT-PCR, relative expression level was calculated using Image lab software (Version 6.0.0, 2017, Bio-rad Laboratories). The cDNA was prepared using Bio-Rad iScript™ Reverse Transcription Super-mix, (Cat #1708840). The quantitative RT-PCR was performed using CFX384 Touch™ Real time detection system (Bio-Rad laboratories), following the manufacturer’s manual of iTaq™ universal SYBR green supermix. Gene-specific primers used for qRT-PCR are listed in Supplementary Table 3. The PCR recipe and the thermocycler program used were similar to as done previously^51^. For normalization *ACTIN* was used as control. Each qRT-PCR reaction was performed in at least triplicate and all data were presented as mean ± SEM. Primers used for the gene expression study (PHYB, PIL13 and PIL14) are listed in Supplementary Table 3.

### Microarray analysis

Panicles on the day of complete emergence from SP sun and shade treated plants were sampled, spikelets were separated from the main shoot quickly in the same light condition and immediately frozen in liquid nitrogen. Two panicles from the mother tiller either from sun or shade treated plants were sampled separately from two individual plants. Experiment was performed in duplicates. Total RNA was extracted from these panicle samples using Qiagen Rneasy Mini Kit (Cat. No. 74004). The concentration and purity of the RNA evaluated using the Nanodrop Spectrophotometer (Thermo Scientific; 1000). The integrity of the extracted RNA were analysed on the Bioanalyzer (Agilent, 2100). The microarray hybridization and scanning were performed at the Agilent certified microarray facility of Genotypic Technology, Bengaluru, India. Hybridization was done on Rice Agilent 4 × 44 K array (AMADID: 064815). Hybridization was performed in arrays containing 42249 probe sets according to the Agilent GeneChip expression analysis technical manual using Agilent Technologies, *In situ* Hybridization kit, Part Number 5190-0404. Raw data was analyzed using Agilent Gene Spring GX software. For differential expression analysis, genes showing >/< 0.6 fold change (FC) were selected as up or down regulated respectively, where FC was calculated in log base 2. Statistical student T-test p-value among the replicates was calculated based on volcano Plot Algorithm. Differentially regulated genes were clustered using hierarchical clustering based on Pearson coefficient correlation algorithm to identify significant gene expression patterns. Biological analysis was performed for the differentially expressed genes based on their functional category and pathways using Biological Analysis tool DAVID (http://david.abcc.ncifcrf.gov/). Higher p-value were included in this analysis to include majority of genes of interest required to understand the response to shade tolerance response. Microarray data has been submitted in NCBI repository and can be accessed at the GEO accession server at https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE118464.

### Real-time PCR (Q-PCR) analysis

RNA extraction, quantifying and quality check for Q-PCR was similar to that in microarray. The primers were designed for selected genes using Primer 3 Plus online primer design software considering exonic and coding region of the transcripts. Specificity was verified using In-Silico PCR in UCSC *In*-*Silico* PCR online bio-informatics tool. Primers were validated for their specificity using pooled cDNA from all the samples. The total RNA were converted into cDNA using Affinity Script qPCR cDNA synthesis kit (Agilent Technologies, USA). Primers used in the Q-PCR are listed in Supplementary Table 3. SYBR Green chemistry (Brilliant II SYBR Green qPCR master mix (Agilent Technologies, USA) in Stratagene mx3005P instrument (Agilent Technologies, USA). The amplification cycling conditions are as follows; Initial denaturation for 95 °C for 10 min followed by 40 cycles of 95 °C for 30 sec, 60 °C for 30 sec. The relative quantification of genes was analyzed using standard 2^−ΔΔCt^ as described by Pfaffl^52^. Primers used for microarray data validation are listed in Supplementary Table 3 .

## Supplementary information

Supplementary File Online

## Data Availability

The datasets generated during and analyzed during the current study are available in the NCBI repository at the GEO accession server, https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE118464. All data analyzed during this study are included in this article and its Supplementary online Material.

# Supplementary material for: Shade tolerance in Swarnaprabha rice is associated with higher rate of panicle emergence and positively regulated by genes of ethylene and cytokinin pathway
**Source:** Sci Rep. 2019 May 2;9:6817. doi: 10.1038/s41598-019-43096-8
**Supplement:** Supplementary file 1 — Supplementary File Online

**Shade tolerance in Swarnaprabha rice is associated with higher rate of panicle emergence and positively regulated by genes of ethylene and cytokinin pathway**

Madhusmita Panigrahy<sup>1\*</sup>, Aman Ranga<sup>1</sup>, Jyotirmayee Das<sup>2</sup>, Kishore CS Panigrahi<sup>1\*</sup>

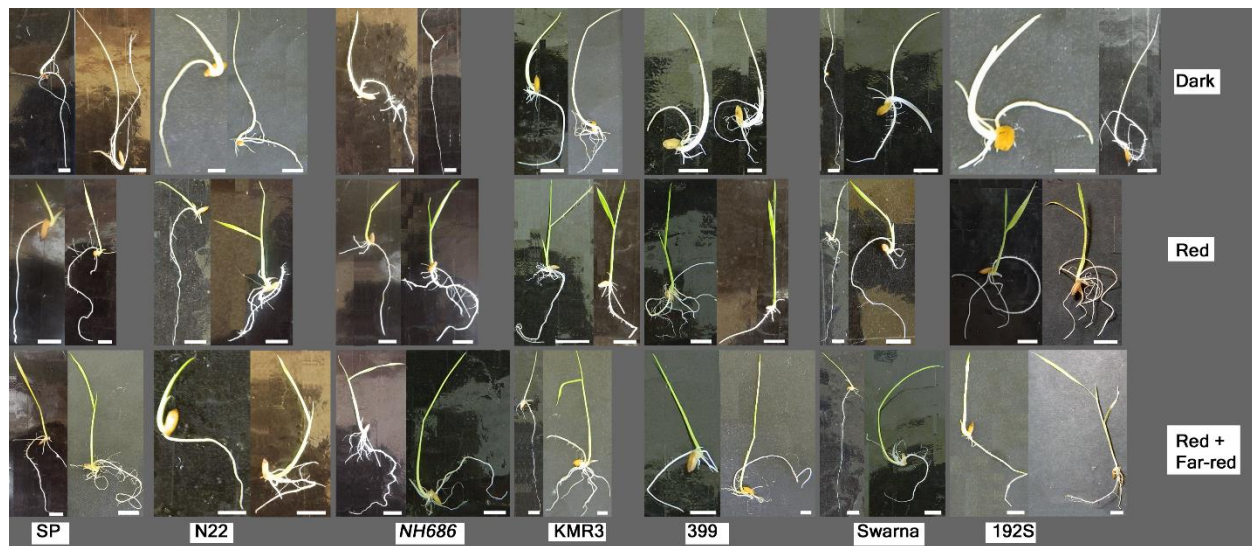

**Supplementary Figure 1. Representative images of seedlings of 7 rice genotypes grown in different light quality.** Seedlings of SP, N22, KMR3, Swarna, the mutant of N22 *NH686*, the IL of KMR3 399 and the IL of Swarna 192S were grown for 7 days either on petriplates or in hydroponic medium till 25 days in complete Darkness, continuous Red (cR) or low cR/FR. One representative seedling from each genotype from every light condition from petriplates or hydroponic medium were photographed and presented. 1<sup>st</sup>, 2<sup>nd</sup> and 3<sup>rd</sup> row in the figure are the seedlings grown in Dark, Red or low cR/FR respectively. In each sub panel the 1<sup>st</sup> seedling was grown in petriplates and the 2<sup>nd</sup> seedling was grown in hydroponic medium respectively. Scale bar: 5 cm.

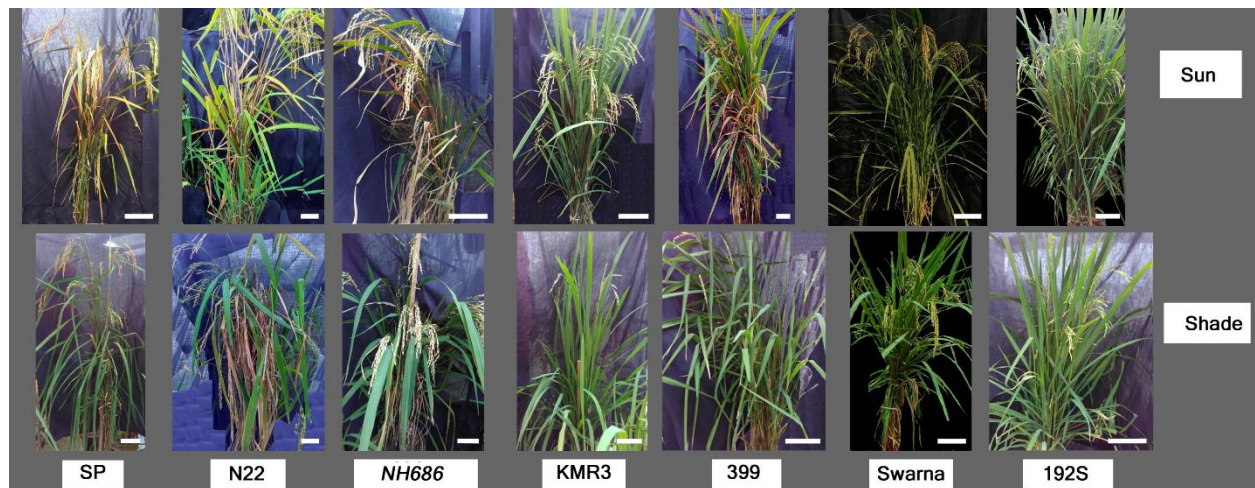

**Supplementary Figure 2. Pictures of mature plants photographs of 7 rice genotypes grown under continuous sun or shade conditions.** Seven genotypes (SP, N22, KMR3, Swarna, the mutant of N22 *NH686*, the IL of KMR3 399 and the IL of Swarna 192S) were photographed 15 days after day to flowering. Top and bottom row shows the plants grown under sun or shade condition respectively. Scale bar: 5 inch.

**Supplementary Table 1. Percentage increase or decrease in the mature plant morphological and yield related traits in shade.** Percentage increase or decrease of mature plant morphological and yield related traits were calculated from the data values (Figure 2 and Figure 3) of sun vs. shade. NPT: total number of productive tillers, DBM: dry weight of above ground biomass, NDVI: normalized difference vegetation index, Qy: quantum yield, RWC: % relative water content, INL: length of the 1<sup>st</sup> internode, PL: length of the panicle after harvest, FLL: length of the flag leaf, Flav: flavonoid content, Car: carotenoid content, SOD: superoxide dismutase enzyme activity, CAT: catalase enzyme activity, POX: peroxide enzyme activity, 100-Gwt: grain weight of 100 filled grains, %GF: percentage grain filling, Gwt/pa: weight of filled grain in a panicle, Yi/Pl: yield per plant.

|        | Height<br>(%<br>Increase) | NPT<br>(%<br>decrease) | DBM<br>(%<br>decrease) | NDVI<br>(%<br>Increase) | QY<br>(%<br>Increase) | RWC<br>(%<br>Increase) | FLL<br>(%<br>increase) | INL<br>(%<br>decrease) | PL<br>(%<br>decrease) | Flav<br>(%<br>increase) | Car<br>(%<br>decrease) | Sugar<br>(%<br>increase) | SOD<br>(%<br>increase) | CAT<br>(%<br>increase) | POX<br>(%<br>decrease) | 100-Gwt<br>(%<br>decrease) | %GF<br>(%<br>decrease) | Gwt/Pa<br>(%<br>decrease) | Yi/Pl<br>(%<br>decrease) |
|--------|---------------------------|------------------------|------------------------|-------------------------|-----------------------|------------------------|------------------------|------------------------|-----------------------|-------------------------|------------------------|--------------------------|------------------------|------------------------|------------------------|----------------------------|------------------------|---------------------------|--------------------------|
| SP     | 6.30                      | 47.06                  | 51.01                  | 0.90                    | 4.52                  | 5.04                   | 32.83538               | 5.07                   | -25.22                | 14.95                   | 29.80                  | 46.57                    | 3.60                   | 27.84                  | 27.95                  | 10.70                      | -40.23                 | -16.59                    | 17.39                    |
| N22    | 15.38                     | -27.03                 | -6.77                  | 3.82                    | 13.46                 | -5.60                  | 23.34253               | 22.57                  | 27.46                 | 5.90                    | 57.37                  | -139.70                  | 19.95                  | -15.59                 | 32.53                  | 28.13                      | 14.85                  | 72.41                     | 74.18                    |
| NH686  | 4.19                      | 61.54                  | 27.66                  | 4.72                    | 18.25                 | 23.01                  | 16.3228                | 12.47                  | 28.68                 | -74.00                  | -3.04                  | -227.66                  | -6.57                  | 43.08                  | 51.01                  | 7.81                       | 8.11                   | 53.37                     | 75.28                    |
| KMR3   | -34.91                    | 45.45                  | 65.39                  | 4.99                    | 5.41                  | -13.84                 | 16.12984               | 24.57                  | 25.20                 | -27.46                  | 48.52                  | 33.55                    | 26.99                  | 21.33                  | 14.59                  | -2.66                      | 0.71                   | 48.55                     | 69.64                    |
| 399    | -15.20                    | 45.45                  | 80.79                  | 2.91                    | 2.65                  | -2.21                  | -40.8171               | 8.96                   | 25.67                 | -8.47                   | -8.62                  | 49.94                    | 37.54                  | 73.23                  | 30.97                  | 22.14                      | 1.07                   | 66.11                     | 88.15                    |
| Swarna | -7.70                     | 55.86                  | 57.77                  | 1.45                    | 1.39                  | 12.40                  | 1.538034               | 9.57                   | 13.29                 | -23.59                  | -3.33                  | 23.91                    | 1.40                   | 8.06                   | 14.49                  | 21.60                      | 28.45                  | -10.10                    | 49.37                    |
| 192S   | -16.00                    | 65.74                  | 64.30                  | 3.06                    | 3.87                  | -9.79                  | -3.3583                | 10.60                  | 0.62                  | 17.17                   | -85.03                 | -3.12                    | 60.81                  | 30.90                  | 37.30                  | -4.67                      | -18.04                 | 29.60                     | 33.29                    |

**Supplementary Table 2. Correlation of percentage decrease in Yield/plant with other mature plant parameter or biochemical characteristics.** \* and \*\* indicate significant correlation at  $p \leq 0.05$  and  $p \leq 0.01$ . Pearson's correlation coefficient  $r = 0.666$  at  $p \leq 0.05$  and  $r = 0.798$  at  $p \leq 0.01$ .

|          | Yi/PI          |
|----------|----------------|
| PH       | -0.126         |
| NPT      | -0.319         |
| DBM      | -0.146         |
| NDVI     | <b>0.676*</b>  |
| QY       | 0.389          |
| RWC      | 0.004          |
| FLL      | -0.444         |
| PL       | <b>0.942**</b> |
| INL      | 0.506          |
| 1000-Gwt | 0.362          |
| %GF      | 0.652          |
| Gwt/Pa   | <b>0.846**</b> |
| Yi/PI    | 1.000          |
| Flav     | -0.524         |
| Car      | 0.285          |
| sugar    | -0.375         |
| SOD      | -0.009         |
| CAT      | 0.223          |
| POX      | 0.148          |

**Supplementary Table 3. List of Primers used for Gene Expression and real-time PCR analysis**

| Sl.No | Primer ID  | Primer Seq 5' to 3'     |
|-------|------------|-------------------------|
| 1     | ACO1_FP    | GCAGATCGACGGCAACAGGA    |
|       | ACO1_RP    | TGGCGCACGTACAGCTTCAT    |
| 2     | CCA1_FP    | GAGGTGCTCAGTGGAAGCGA    |
|       | CCA1_RP    | TCTGACTTGGTAGAGGCCAGCA  |
| 3     | CKX11_FP   | TTTGC GTGTGACAGGTGGGA   |
|       | CKX11_RP   | TTGTTCTGCGCCACCAGCTC    |
| 4     | CP24_FP    | CCGGCGGCAAGTTCTTCGAC    |
|       | CP24_RP    | ATGAGCATGGCGAGCATGGC    |
| 5     | ERS2_FP    | GGGCTGGCCCTTCCAGAAG     |
|       | ERS2_RP    | GGCGCCATTCTTCGGAGGTT    |
| 6     | LOGL3_FP   | GCATCATCGTGTGCGGCTCCA   |
|       | LOGL3_RP   | AGCTCGCTGCAACAGCTTAGA   |
| 7     | MFT1_FP    | CGCCGCCCTCTACTTCAACG    |
|       | MFT1_RP    | CATGGCCGACCGATGGCTTA    |
| 8     | PHYB_FP    | CCGCTGGACAACCCAAGAGG    |
|       | PHYB_RP    | ACTTGCTGCTTGCTGAGGCT    |
| 9     | SAUR20_FP  | CCCGACGGACTACCTGAAGC    |
|       | SAUR20_RP  | CTCGACGGCCTTGAGGATGG    |
| 10    | SP1_FP     | GCTCAGCGACAACGACCTCA    |
|       | SP1_RP     | GCACGGTCGTCTCCCACTC     |
| 11    | SSII-3_FP  | CCGCCGAGCTCTACGAGGA     |
|       | SSII-3_RP  | AGCAGCGCCAAGCTTCTTCA    |
| 12    | TIFY11B_FP | CATCATGAGGAAGGCGTCGCT   |
|       | TIFY11B_RP | GGCGAGGTCCAGCCATGAG     |
| 13    | PIL13_FP   | GGGCCTCAAGTAGCACAGCA    |
|       | PIL13_RP   | CGACCCTTTGTGCAAAGCCTACA |
| 14    | PL1_FP     | GGAACACCCTCAGGTCTGCAC   |
|       | PL1_RP     | TGGCAAGTGAAGCAGCCACT    |
| 15    | EREBP-2_FP | ACAAGCCCAAGCCACCACTC    |
|       | EREBP-2_RP | GCAACAATCAGAGCATGGAACCG |
| 16    | BBX29_FP   | TCTCCAGGAGTGGTGCCAAC    |
|       | BBX29_RP   | GCCTGGCTGAAGACCAAAGC    |
| 17    | CCT35_FP   | GCAAGGCCTACGCCGAGATG    |
|       | CCT35_RP   | CGGAACCATCCGAGGTCGAG    |
| 18    | OsPIL14_FP | ACGACGACGACGACATCG      |
|       | OsPIL14_RP | GCTTGAACAGCGGGTAGC      |
| 19    | Actin_FP   | GATCACTGCCCTCGCACCAA    |
|       | Actin_RP   | TTGCTGGACCCGACTCATCA    |

How the deposited data were processed for this re-analysis (not part of the article)

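RNA of SP spikelets from 2 sun grown and 2 shade grown panicles was measured on 4 one-colour Agilent rice arrays, 1 panicle per array. The authors extracted the spot values with Agilent Feature Extraction and deposited for each array the background-subtracted signal, as an intensity without scaling between arrays, with the raw spot and background intensities and the flags of each spot. They also deposited a table of log2 values, which were checked here to equal the log2 of the background-subtracted signal minus 1 constant per array that puts the 75th percentile near 0. The paper names GeneSpring GX and Student's t-test, and no statement of the normalization was found in its methods or its supplementary text.

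The log2 intensities of the spots of a probe were averaged, without control spots and spots marked as non-uniform or as population outliers. Of the 42249 probes, 40695 had 1 spot and 1554 had 2. The 75th percentile of each array over these probes was subtracted. Probes were tested when they were well above background, by the flag of Feature Extraction, on both arrays of at least 1 condition (27685 probes). Shade was compared with sun in R 4.3.3 with limma 3.58.1 and data.table 1.17.8 by a linear fit with moderated, two-sided tests (2 residual degrees of freedom and 1.81 prior degrees of freedom) and Benjamini-Hochberg adjustment at 0.05. The threshold of 0.6 on the log2 scale was taken from the paper's methods. Beside limma, the methods' t-test with equal variances was calculated on the same values.

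The genes named in the text were fixed by a rule. They are the transcripts of Table 2, the genes that the paper's text or Fig. 7a names and whose ID was available, and the 5 probes with the largest positive and the 5 with the largest negative change among those well above background on all 4 arrays and changed the same way in both replicate pairs. These 10 were to have an adjusted p under 0.05, and because none passed they were taken by size of change whatever their adjusted p. A transcript with several probes is shown by the probe with the highest mean signal. The primers of the supplementary table were compared with the probe sequences and none matched. PIL13, PL1 and SP1, for which no ID was available, and the enrichment of gene ontology terms and pathways were not analysed here.

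Families were the tested probes whose description on the array matched keywords, in 15 lists, and were compared with the other probes by limma's camera with an inter-gene correlation of 0.01, with fry, and with camera using an estimated correlation, each adjusted over the families. The keywords were written before the descriptions could be read. They were then amended so that immunoglobulin is not counted as a globulin and so that they match descriptions written without spaces, before any value of a family was calculated.

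The fit was tested on simulated data with 2 arrays against 2 and the spread of the real arrays. With no change put in, 0 probes were called by limma and 3929 passed 0.6 on the log2 scale. Of 200 probes changed by 1 or by 2 on the log2 scale limma recovered 0%, and of 200 changed by 4 it recovered 82.5% with 5 false calls. With 0.1 of the spread it recovered 98.5% at a change of 1 and 100% at a change of 4. In 20 simulated families of 30 probes, 5 were shifted by 0.5. Of these families camera called 5 shifted and 0 others, and fry 2 shifted and 1 other. The simulated probes varied independently of each other. The result does therefore not show how often camera calls a family falsely when its probes vary together.

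The arrays had between 60.8% and 68.8% of probes well above background, and a probe below this level gives only a bound. The bounds with an array left out, the counts that use them and the counts of other splits of the arrays under the alternatives were added after the values had been seen. The alternatives were the normexp background correction with an offset of 50, quantile normalization, scaling to the median, to the 75th percentile of detected probes or to 7 spike-in probes, the deposited log2 values, other filters on dim probes and on outlier spots, other detection flags, the replicate number as a block, other tests and thresholds, and leaving out each array in turn. A block for the slide was not run, since neither of the 2 slides held both conditions. No column of the samples was left unused.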

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

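The test of cross-hybridising probes in this part was chosen only after the result was seen, as were the weighing of slides and of the other splits of the arrays, and the counts of these splits under the alternatives.

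The 10 probes with the largest changes among those detected on all 4 arrays lie outside the genes that the paper discusses. They were taken by size of change whatever their adjusted p, because limma called 0 probes after Benjamini-Hochberg adjustment (1522 had an unadjusted p under 0.05, and the methods' t-test called 1 probe after adjustment). Higher in shade by log2 were Os03t0431600-00 (4.33), Os12t0236225-00 (3.77), Os10t0195250-01 (3.65), Os05t0413200-01, a beta-tubulin (3.37), and Os01t0650501-00 (3.30). Lower in shade were Os07t0416900-01, similar to an omega-6 desaturase (-4.62), Os02t0569900-01, a cytochrome P450 (-4.32), Os11t0514500-01 (-3.66), Os10t0148100-01, a protein of unknown function (-3.52), and Os07t0416700-00 (-3.44). The adjusted p was 0.827 for each. After spike-in scaling all 10 were called, with adjusted p from 1.39e-05 for Os03t0431600-00 to 0.012 for Os07t0416700-00, and under the other alternatives the adjusted p lay between 0.380 and 1.00.

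In the fit with spike-in scaling limma used a single spread for all probes (infinite prior degrees of freedom). The spread between arrays differs among the 10 probes. Os05t0413200-01 was at -2.25 and -2.47 in sun and at 0.65 and 1.36 in shade, whereas Os10t0148100-01 was at 5.34 and 3.29 in sun and at 2.80 and -1.20 in shade, and its change was -1.52 without shade replicate 2. Without sun replicate 1 the change of Os12t0236225-00 was 1.94 and that of Os10t0195250-01 was 1.85. All 10 kept their direction under every alternative that was run.

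Probes that detect related transcripts may account for part of this list. Of the 10 probes, 5 belong to the cross-hybridising class of the array design, against 21.2% of all probes (8959), which lies between what was set out for this cause and against it. A first reading of this count as excluding the cause was dropped after the value had been seen. Os03t0431600-00, Os12t0236225-00 and Os10t0195250-01 share their next best match, and Os07t0416700-00 has Os07t0416900-01 as its own, so that the list may hold fewer than 10 separate signals. The slide stays open as well, because 0 slides held both conditions and slide and shade cannot be told apart. Of the 3 ways to split the 4 arrays into equal groups, 1 (the real split) gave as many probes past 0.6 (6720, against 5426 and 6627). This ranking reversed under the normexp background (2092, against 8387 and 2126) and spike-in scaling (7810, against 9563 and 11541), and with no filter on dim probes the crosswise split gave more (18114 against 12348). With 3 splits chance cannot be excluded. The shade treatment remains among the open explanations, and no test here separates it from these.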

How the results depend on the processing

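Only the crossed pairing, the bounds with an array left out and the other splits under the alternatives were chosen after the data had been seen, and all other alternatives were set before the data were examined. Unless the construction of an alternative shows it, the cause was not tested.

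The direction of the 115 named genes was kept by all under quantile normalization, median scaling, the 75th percentile of detected probes, the deposited log2 values, no filter on dim probes, outlier spots kept and the replicate block, by 109 under the normexp background, by all but 3 under spike-in scaling, where 11 were also called, and by 99 without sun replicate 1 and 114 without each other array, by the fitted values. Without sun replicate 1, PHP3, PR1B and Os02t0795200 have no bound. All 98 named genes left by the filter for detection on all 4 arrays kept theirs.

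Under the normexp background, whose offset shrinks the changes of dim probes, 986 probes passed 0.6 higher and 1106 lower in shade. The splits by replicate number and crosswise gave 8387 and 2126. Shrinking alone does not account for the rise of the former from 5426 in the main setting, nor for changes of sign. Their cause was not tested. Reversed under the normexp background were ERF104 (-0.39), ERF86 (-0.084), ERF20 (-0.35), PHP3 (-0.0081), HSFC2B (-0.085) and HSP18.0 (-0.055). The medians of the families auxin (-0.037), abscisic acid (-0.063), heat shock (-0.029), CONSTANS-like, B-box and CCT (-0.11) and seed storage (-0.0055) were reversed too. The median of all probes also fell, from 0.029 to -0.066. Of these family medians, only that of CONSTANS-like, B-box and CCT lay below the median of all probes.

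Spike-in scaling moved the median of all probes from 0.029 to 0.23, with 6341 probes past 0.6 higher and 1469 lower, and 9563 and 11541 in the other splits. It was the 1 setting in which limma called probes, 76 higher and 19 lower, with infinite prior degrees of freedom. SDIR1 (0.20), the UVR8-like Os04t0435700-01 (0.10), the fructokinase-2-like Os06t0232200-00 (0.022) and the medians of the families photosystem and light harvesting (0.14) and ribosomal protein (0.023) turned positive. Spike-in scaling adds the same amount to every change, which accounts for these reversals.

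With no filter on dim probes 8159 probes were past 0.6 higher and 4189 lower, 10671 and 18114 in the other splits, and 2 families were called in place of 4. With detection on all 4 arrays, which leaves fewer probes, 2486 were higher, and 3 auxin and 9 abiotic stress entries of Table 2. Detection on at least 1 array gave 1766 probes in sun only. A threshold of 1 gave 1988 higher and 973 lower, and the threshold with the methods' t-test 451 and 295. Of the 96 transcripts of Table 2, 33 had an unadjusted limma p under 0.05 and 11 by the methods' t-test. The methods' t-test called 1 probe lower after adjustment, where limma and limma trend called 0 (1522 and 1575 at an unadjusted p under 0.05). Against 4 families by camera, fry called 0 and the estimated correlation 0.

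Leaving out each array in turn, where a lone array is assumed to vary like the other condition, gave 1200 (without sun replicate 2) to 4178 (without shade replicate 1) probes in shade only, 259 (without shade replicate 1) to 3173 (without sun replicate 2) in sun only, 2545 (without sun replicate 1) to 6733 (without sun replicate 2) past 0.6 higher and 2484 (without shade replicate 2) to 5085 (without sun replicate 2) lower. Apart from SDIR1, the named genes that crossed 0 did so without sun replicate 1, and the fructokinase-2-like transcript also without shade replicate 2 (0.075): ERF104 -1.55 to 5.20, ERF86 -0.14 to 2.40, ERF124 -0.57 to 2.70, ERF20 -1.14 to 3.01, TIFY9 -0.21 to 3.05, TIFY11C -0.20 to 2.81, SWEET2B -0.011 to 3.01, SDIR1 -0.22 to 0.20, HSP18.0 -0.18 to 2.87, HSFB2B -0.056 to 2.06, hsp20/alpha -0.34 to 2.21, HSFC1B -3.55 to 0.066, CCT35 -0.20 to 3.11, SPA3/4 -0.072 to 1.79, BBX19 -1.75 to 0.054, PHYB splice form 2 -0.020 to 0.28 and the fructokinase-2-like Os06t0232200-00 -0.45 to 0.079. Where the sun array left is not well above background the upper value is no measured difference, and the bounds are at least 2.97 for ERF104, 2.79 for ERF20 and 5.93 for EREBP-2. Jasmonic acid entries of Table 2 that were higher numbered 3 to 5, and families called 2 to 5. Family medians ranged from -0.088 to 0.62 (ethylene-responsive factors), -0.036 to 0.59 (gibberellin), -0.042 to 0.22 (heat shock), -0.27 to 0.21 (photosystem and light harvesting), -0.049 to 0.28 (CONSTANS-like, B-box and CCT), -0.26 to 0.21 (starch synthesis) and -0.21 to 0.75 (histone).

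The replicate numbers were set as pairs in a block. The values of the replicates did not vary together (correlation of their deviations -0.107), and with the block limma called 0 probes (1162 at an unadjusted p under 0.05) and 6 families. The crossed pairing, chosen after this correlation was seen, called 0 probes (1866 at an unadjusted p under 0.05). A slide block was not run, since no slide held both conditions. Signal over background limits the dim transcripts, for which only a bound in 1 condition can be given.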

Differences from the paper's values

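The t-tests of the second probes in this part were chosen after the result was seen, and the other alternatives named were set before the data were examined.

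At the threshold of 0.6, 4215 probes were higher in shade, where the paper gives 2110, and 2505 were lower, where the paper gives 876. The higher count came within 1.5 times the paper's with detection on all 4 arrays (2486), without sun replicate 1 (2545) and with a threshold of 1 (1988), and the lower count under the normexp background (1106) and with a threshold of 1 (973). The other alternatives set for these counts stayed further away: for both counts quantile normalization, median scaling, the 75th percentile of detected probes, spike-in scaling, the deposited log2 values, no filter on dim probes, outlier spots kept, the replicate block, leaving out sun replicate 2 or either shade array, and the threshold with the methods' t-test, for the higher count the normexp background, and for the lower count detection on all 4 arrays and leaving out sun replicate 1.

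Of the 96 transcripts of Table 2, 92 had a log2 fold change within 0.01 of the paper's value and 91 a p within 0.001. For TIFY10A (Os03t0402800-02) the methods' t-test gave p = 0.459 where the paper gives 0.1548, and limma's unadjusted p of 0.291 was no closer than 1.5 times. For the PsbP transcript Os12t0190200-01 the log2 fold change was 0.43 and the paper's is 0.958, with p = 0.404 against the paper's 0.1003. Spike-in scaling (0.63), leaving out sun replicate 2 (0.75) and leaving out shade replicate 2 (0.68) came within the error, the other alternatives did not, and neither did limma's p of 0.303. For SPX1 (Os06t0603600-02) the values were 0.66 and the paper's 0.944. Spike-in scaling (0.86), leaving out sun replicate 1 (0.74) and leaving out shade replicate 1 (0.86) came within the error, and the other alternatives did not. For SDIR1 (Os03t0272300-02) the log2 fold change was -0.010 and the paper's is 1.554, with p = 0.967 against the paper's 0.3309, and no alternative, limma's p of 0.971 included, came closer than the error or 1.5 times.

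These 4 transcripts have a second, dimmer probe, which gave values close to the paper's. It gave 0.96 for the PsbP transcript Os12t0190200-01, 0.95 for SPX1, 1.56 for SDIR1 and 2.09 for TIFY10A, where the paper gives 0.958, 0.944, 1.554 and 2.094. On it the methods' t-test gave p = 0.100 for the PsbP transcript, 0.331 for SDIR1 and 0.155 for TIFY10A, where the paper gives 0.1003, 0.3309 and 0.1548. No sun array was well above background for the second probes of SDIR1 and TIFY10A, so that as bounds SDIR1 was at least 2.37-fold and TIFY10A at least 2.85-fold higher in shade. For LOG1 (Os01t0588900-01) the methods' t-test gave p = 0.201, within 1.5 times the paper's 0.1521.

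The text names PSBS2 (Os04t0690800-01) in 1 place among the genes lower in shade and in another among the higher ones, and here it was lower (-0.86). Of the auxin transcripts of Table 2, 6 of 11 were higher (54.5%), a smaller share than the text gives. BBX19 appears in the paper both among the higher and among the lower genes, and was at -0.85. The text calls the ethylene response factors significantly higher, and limma with Benjamini-Hochberg adjustment called 0 of them, with an unadjusted p under 0.05 in 1 of the 11 factors named (ERF101), and the methods' t-test also in 1. Spike-in scaling called EREBP-2 (3.39, adjusted p = 0.00575, against 0.380 to 1.00 under the other alternatives). In the fit with spike-in scaling a single spread served all probes, so the spread of EREBP-2 itself did not enter. The text describes UVR8 as higher, and the 2 transcripts described as similar to it were at 0.26 and -0.10. For fructokinase-2, which the text names as lower, the change was -0.18 with overlapping conditions.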

Other observations

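The tests of the exchange of arrays and of the families in this part were chosen only after the result was seen, and those of brightness, time of day and pollen before.

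Sun replicate 1 lies apart from the other 3 arrays. Of 24352 probes detected on all 4 arrays, 1532 lay more than 1 on the log2 scale outside the range of the others in sun replicate 1, 192 in sun replicate 2, 486 in shade replicate 1 and 753 in shade replicate 2. A brighter scan as the whole cause is argued against, since after quantile normalization 1186 probes still lay outside in sun replicate 1, against 221, 564 and 718 in the others. What else set this array apart stays open. For a different time of day at sampling, 2 of 6 clock transcripts were highest in sun replicate 1 (GIGANTEA at 4.48 against 3.84, 3.92 and 3.84, and FKF1). TOC1 was highest in sun replicate 2 and ELF4 in shade replicate 1. PRR73 and PRR37 were lowest in sun replicate 1, at 3.62 and -0.48. The test counted all 6 as evening genes, but nothing measured here shows at what time of day each peaks. The count can therefore not decide. That CCA1 was low in sun replicate 1 was known when this test was set. For a mixed or later staged panicle, the median of 65 pollen and anther probes was shifted by 0.41 in sun replicate 1. For an exchange of sun replicate 2 with a shade array, sun replicate 1 correlated with sun replicate 2 at 0.941, above 0.914 and 0.928 with the shade arrays. However, sun replicate 2 was closer to the shade arrays (0.952 and 0.956) than these were to each other (0.930), so that correlation does not sort the arrays by condition.

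The limits set in advance would have counted the time of day (3 or fewer of 6) and the pollen shift (within 0.5) as excluded, and limits written after the values were known would have excluded the exchange and, for the families below, shade, and favoured a single low panicle. These verdicts were changed to open after the values had been seen, because each rests on single arrays without a spread. A reader who holds to the limits would exclude time of day (2 of 6), pollen (0.41), the exchange (0.941) and shade as the cause of the family pattern (0 of 3). For time of day this takes PRR73 and PRR37 as evening genes, which the values do not show.

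The families of ethylene-responsive factors, jasmonate and TIFY, and heat shock were higher in shade by their medians (0.42, 0.24 and 0.08). Arrays were compared by the median gap of their probes from the mean of the 4 arrays. For shade as the cause, 0 of 3 families had both sun arrays below both shade arrays, and for 1 sun panicle with low stress transcripts, 3 of 3 had their lowest gap in sun replicate 1 with sun replicate 2 at or above a shade array. By the plain medians of the arrays the counts were 0 and 2, since jasmonate and TIFY was lowest in shade replicate 1. The ethylene-responsive factors lay -0.47 from the mean of the 4 arrays in sun replicate 1, and 0.15, 0.12 and 0.20 in sun replicate 2 and the shade arrays. These 2 readings use the same medians, and the families hold Table 2 genes that had been seen, so they cannot be told apart here. A single sun panicle with low stress transcripts may have contributed to the pattern, and so may shade.

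Over all 15 families, camera called ethylene (47 probes, adjusted p = 0.0192, range over alternatives 7.20e-04 to 0.118), cytokinin (0.00416, 7.67e-04 to 0.173), sugar transport (0.00416, 1.62e-04 to 0.517) and ribosomal protein (369 probes, median -0.18, 27.1% above 0, adjusted p = 8.02e-06, largest over alternatives 0.0462). The ribosomal median was 0.02 after spike-in scaling. Not called, with the range over alternatives in the same brackets, were ethylene-responsive factors (29 probes, 79.3% above 0, 0.144, 0.00287 to 0.916), seed storage (0.0962, 0.0289 to 0.517), gibberellin (22 probes, 0.23, 68.2% above 0, 0.106, 0.00642 to 0.728), auxin (0.440, 0.231 to 0.741), jasmonate and TIFY (20 probes, 70.0% above 0, 0.484, 0.0820 to 0.870), abscisic acid (0.484, 0.305 to 0.866), starch (0.484, 0.305 to 0.923), heat shock (57.7% above 0, 0.571, 0.0524 to 0.949), photosystem (0.571, 0.0311 to 0.970), CONSTANS-like (53.3% above 0, 0.637, 0.229 to 0.992) and histone (7 probes, 0.12, 71.4% above 0, 0.637, 0.0311 to 0.923). Of these, camera called ethylene-responsive factors after spike-in scaling, with the replicate block and without sun replicate 2, seed storage with the replicate block and without shade replicate 2, gibberellin without sun replicate 2 and without shade replicate 2, and photosystem (lower) and histone without shade replicate 1. Of all 15 families, fry called 0 (smallest adjusted p = 0.181, for ethylene) and camera with an estimated correlation 0 (0.765).

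The gaps between arrays of the same condition were large. The sun arrays were more than 1 apart on the log2 scale in 5457 of 27685 probes and the shade arrays in 3771. In the simulated data without any change 3929 probes passed 0.6. ACO1 and ERS2 were higher in shade on the arrays, while the paper reports lower values by real-time PCR. The microarray methods do not say in which season each panicle was grown, and this was not tested.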
